# Caloric restriction reduces trabecular bone loss during aging and improves bone marrow adipocyte endocrine function in male mice

**DOI:** 10.3389/fendo.2024.1394263

**Published:** 2024-06-05

**Authors:** Charlotte Rinne, George A. Soultoukis, Masoome Oveisi, Marina Leer, Oskar Schmidt-Bleek, Lisa-Marie Burkhardt, Christian H. Bucher, Eman Abou Moussa, Melanie Makhlouf, Georg N. Duda, Luis R. Saraiva, Katharina Schmidt-Bleek, Tim J. Schulz

**Keywords:** caloric restriction, aging, bone, bone marrow adipose tissue, osteogenesis

## Abstract

**Introduction:**

Caloric restriction (CR) is a nutritional intervention that increases life expectancy while lowering the risk for cardio-metabolic disease. Its effects on bone health, however, remain controversial. For instance, CR has been linked to increased accumulation of bone marrow adipose tissue (BMAT) in long bones, a process thought to elicit detrimental effects on bone. Qualitative differences have been reported in BMAT in relation to its specific anatomical localization, subdividing it into physiological and potentially pathological BMAT. We here examine the local impact of CR on bone composition, microstructure and its endocrine profile in the context of aging.

**Methods:**

Young and aged male C57Bl6J mice were subjected to CR for 8 weeks and were compared to age-matched littermates with free food access. We assessed bone microstructure and BMAT by micro-CT, bone fatty acid and transcriptomic profiles, and bone healing.

**Results:**

CR increased tibial BMAT accumulation and adipogenic gene expression. CR also resulted in elevated fatty acid desaturation in the proximal and mid-shaft regions of the tibia, thus more closely resembling the biochemical lipid profile of the distally located, physiological BMAT. In aged mice, CR attenuated trabecular bone loss, suggesting that CR may revert some aspects of age-related bone dysfunction. Cortical bone, however, was decreased in young mice on CR and remained reduced in aged mice, irrespective of dietary intervention. No negative effects of CR on bone regeneration were evident in either young or aged mice.

**Discussion:**

Our findings indicate that the timing of CR is critical and may exert detrimental effects on bone biology if administered during a phase of active skeletal growth. Conversely, CR exerts positive effects on trabecular bone structure in the context of aging, which occurs despite substantial accumulation of BMAT. These data suggest that the endocrine profile of BMAT, rather than its fatty acid composition, contributes to healthy bone maintenance in aged mice.

## 1 Introduction

With life expectancy rising, age-related diseases are becoming more prevalent (1). Caloric restriction (CR), a nutritional intervention of controlled reduction of calorie intake, has been described to increase lifespan while lowering the risk for cardiometabolic complications and other pathologies (2). A growing area of scientific interest is the identification of CR mimetics, which could deliver the beneficial effects of this intervention without the necessity of reducing food intake (3). However, the impact of CR on bone health remains controversial, as some detrimental effects on bone health have been reported which would limit the applicability of this strategy to improve life expectancy and health-span (2, 4). For instance, consuming a diet low in calories leads to weight loss, which has been associated with reduced bone mineral density (5, 6). Moreover, caloric restriction has paradoxically been associated with increased accumulation of bone marrow adipose tissue (BMAT), which comprises a distinct type of fat cells that accumulates within the bone marrow cavities (7, 8). BMAT displays a characteristic distribution within long bones and has been proposed to exist in distinct subtypes. These observations may contribute to the theory that BMAT may exert detrimental as well as beneficial effects in the bone microenvironment (9–11). The formation of bone marrow adipocytes (BMAds) starts early in childhood in distal parts of the skeleton, forming the so-called constitutive BMAT (cBMAT). This type of BMAT is rich in unsaturated fatty acids and morphologically similar to other depots of white adipose tissue throughout the body, with large unilocular adipocytes (9, 10). As such regions generally contain only adipocytes and few other structures, cBMAT may reflect what is sometimes referred to as ‘yellow bone marrow’. During aging, BMAT accumulation progresses into the proximal regions of the skeleton, leading to the formation of the regulated BMAT (rBMAT). Compared to cBMAT, it features smaller adipocytes and is located in regions with high hematopoiesis, and contains mostly saturated fatty acids (9, 11). Contributing to the complex and controversial role of BMAT in bone health, its expansion is further promoted by pathological factors like obesity and type-2 diabetes mellitus, among others (12, 13). The extent of bone marrow adiposity correlates with lower bone mass, but it remains unclear if BMAT is predictive for fracture risk in obesity and/or diabetes (14, 15).

As discussed above, BMAT paradoxically also increases during CR, and is also found to expand under starvation and in patients with Anorexia nervosa, when other white fat depots are being severely depleted (7, 16, 17). Recently, it has been reported that BMAT also increases during a short-term fasting intervention of 10 days in humans, indicating that BMAT accrual is regulated acutely during energy restriction (18). In such situations, it has been proposed to serve as a local energy source for hematopoiesis and bone turnover when energy supply is limited (10). Moreover, BMAT becomes a significant source of the adipokine adiponectin in calorically restricted animals. Adiponectin is well-known to promote metabolic health, altogether suggesting that BMAT may contribute to CR-induced positive effects via this hormone (7). To investigate the link between BMAT composition, aging and bone quality, we assessed the effects of CR on bone structure, regeneration, and adipocyte accumulation by applying this dietary intervention to young and aged male mice. Our data taken together indicate that BMAT accrual is not necessarily linked to a negative impact on bone health and also suggest that the degree of fatty acid saturation within this fat depot is not a strong prognostic marker of bone health outcomes.

## 2 Materials and methods

### 2.1 Animal housing and tibia osteotomy

All procedures were approved by the ethics committee for animal welfare of the State Office of Environment, Health, and Consumer Protection (State of Brandenburg, Germany). Male C57Bl6J mice were maintained as a local SPF (Specific pathogen-free) colony (original source of animals: Charles River Laboratories, Sulzfeld, Germany) and were housed in a controlled environment (22 ± 2°C, 12/12 h light/dark cycle). Three weeks prior to the caloric restriction, mice were single caged and switched to the NIH-31 rodent open formula diet (Sniff Spezialdiäten GmbH, Soest, Germany, Number: S8022-S030) (19). In order to measure accurate food intake, special baskets were used, that collect food dust at the bottom. After one week of acclimatization, food intake was assessed by weighing the food baskets daily in the morning for two weeks. When starting CR, the diet was switched to the NIH-31/NIA modified diet (Sniff Spezialdiäten GmbH, Soest, Germany, Number: S8022-S032), which is enriched in micronutrients (19). At the start of the CR intervention, young mice were between 8–12 weeks (i.e. 2–3 months) old and aged mice were between 65–78 weeks (i.e. 15–18 months) old. In the first week of CR, food was reduced by 10%, in the second week it was decreased by 20%, and to 40% of the initial food consumption, starting in the third week until the end of the restriction (**Supplementary Figure S1**). CR mice received the weighed-out food just before the beginning of the dark-period. Body weight was monitored weekly. Tibia osteotomies were performed 21 days (i.e. 3 weeks) before the end of the eight-week dietary intervention period. Mice received an analgesic 30 min prior to surgery (buprenorphine; 0.1 mg/kg, i.p.) and the antibiotic clindamycin (100 µl; 1.6 mg/ml, s.c.). Additionally, Tramadol was administered with the drinking water (1 mg/ml) from 2 days before until 3 days after surgery. Anesthesia was induced with an isoflurane/oxygen gas mixture. During the surgery, eyes were covered with ointment and mice were kept on a heating pad at 37°C. The leg area was shaved and disinfected. An incision along the right tibia was made and the bone was exposed using forceps while adjacent muscles were removed by blunt preparation. An internal fixator plate (MouseFix plate 3 hole, RISystem, Landquart, Switzerland) was placed at the proximal part of the tibia, just below the knee ligaments. The fixator was secured by drill-inserting three screws and one pin (MouseFix screw, RISystem, Landquart, Switzerland). The fracture gap was created post-fixation by using a giggly wire saw with a diameter of 0.22 mm which results in a fracture gap of approximately 0.4 mm. The skin was closed using non-resorbable suture material. Mice were placed near an infra-red lamp until the isoflurane anesthesia wore off. For the first three days after the surgery, food pellets were provided in the cage and wounds were controlled daily. At the end of the dietary intervention, mice were killed by cervical dislocation. At the end of the experiment, upon tissue collection, young mice were 16–20 weeks (4–5 months) of age and aged mice were 73–86 weeks (i.e. 17–20 months) of age (**Supplementary Figure S1**). Tissues were isolated, immediately frozen in liquid nitrogen and stored at -80°C until further analysis or placed in a 4% paraformaldehyde solution for 24 hours for subsequent Micro-CT analysis.

### 2.2 Quantitative real-time PCR

For regional tibia gene expression analysis, the tibia was cut into the three regions of interest, using the crest of the tibia to determine the proximal area, and the fibula secession to define the distal area. The remaining tibia shaft was defined as the diaphyseal area. Total RNA was isolated from liquid nitrogen-frozen ground powder of the segments or using an aliquot of 50 mg of powder for whole bone samples. 200 µl Trizol reagent (Thermo Fisher Scientific, Dreieich, Germany) were added, samples were vortexed for one minute, followed by centrifugation for 10 min at 4°C and 12,000 g. Supernatant was transferred into a new tube and 40 µl of chloroform were added for phase separation. Samples were centrifuged for 15 min at 12,000 g and 4°C, followed by RNA precipitation from the collected upper clear phase with 250 μl of isopropanol. RNA was purified by washing in 500 μl of 75% ethanol, dried and solubilized in 30 μl DEPC-treated water. Using a high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific, Dreieich, Germany), RNA was reversely transcribed to cDNA according to the kit instructions. Quantitative real- time PCR was carried out using Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific, Dreieich Germany) on a CFX384 Touch instrument (Bio-Rad, München, Germany). Gene expression was normalized to expression of housekeeping gene TATA box binding protein (Tbp). Primers were designed as intron spanning sequences to specifically amplify cDNA using the sequences listed in **Supplementary Table 1**.

### 2.3 RNA sequencing

For RNA sequencing analysis, DNase digest of purified RNA was performed using the Invitrogen Turbo DNA-free kit (Thermo Fisher Scientific, Dreieich Germany). The Agilent 2100 BioAnalyzer (Agilent RNA 6000 Nano Kit) was used to check for total RNA quality of the samples. Briefly, mRNA was prepared for sequencing using the TruSeq stranded mRNA sample preparation kit (Illumina), with a selected insert size of 120–210 bp, and sequenced on an Illumina HiSeq 4000, as previously described (20). FastQC (version 0.11.8) and MultiQC (V1.6) were used to check the quality metrics of the datasets. Reads containing adapter sequences were filtered out using Trim Galore 0.5.0. Filtered reads were mapped to the mm10 reference genome using the alignment tools STAR (2.6.1). FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values were quantified with StringTie 2.1.3b and count matrix was generated in R (v 4.1.1). For comparison between groups, the FPKM values were normalized by quantile normalization. P-value calculation for differential expression of genes between two groups was performed using Welch’s t-test, with additional Benjamini-Hochberg adjustment using R (v 4.1.1). Differentially expressed genes were selected at a p-value cut-off of < 0.05. Differentially expressed gene lists were entered in the Enrichr web server to identify enriched gene ontology (GO) pathways (Biological processes, cellular compartment and molecular function) (21–23). Identified pathways were sorted by -log10 (adjusted p-Value) and depicted as bar graphs. GO Terms were further analyzed in Revigo to identify connections between pathways and remove redundant terms (24). The color of the bubble corresponds to the -log10 (adjusted p-Value), the size of the bubble represents the LogSize value for the GO Term. The raw data have been uploaded to NCBIs’ Gene Expression Omnibus (GEO) database and can be downloaded with GEO accession number GSE262441.

### 2.4 Fatty acid analysis

Regional fatty acid composition was analyzed using powder-ground samples of the distinct tibia regions described above. 15 mg of powder were homogenized in 200 µl of PBS. 50 µl of the homogenized mixture were transferred into a vial, 1000 µl of distilled water were added, followed by 3000 µl of tert-butyl methyl ether/methanol solution. Samples were mixed for 20 minutes using a rotary shaker (KS 130 basic, IKA Werke GmbH & Co, Staufen, Germany). After centrifugation for 10 minutes at 2,000 g at 15°C, the upper lipid containing layer was transferred in a vial to evaporate the solvent using a sample concentrator (SBH130D/3, Dunn Labortechnik, Asbach, Germany) in a constant stream of N2 at 40°C. The dried lipid pellet was dissolved in 500 µl chloroform and applied to a conditioned column (washing twice with 1000 µl n-hexane and 1000 µl chloroform/2-propanol (2/1, v:v) containing 100 mg aminopropyl-modified silica (Chromabond, MacheryNagel GmbH & Co.,KG, Düren, Germany). Columns were placed on a vacuum elution apparatus (Carl Roth, Karlsruhe, Germany). Neutral lipids and free fatty acids were eluted with four times 1000 µl chloroform/methanol/acetic acid (100/2/2, v:v:v). Solvents were evaporated under a constant stream of N2 and 40°C. For hydrolysis and methylation of fatty acids, the dried samples were dissolved in 200 µl toluene, vortexed and transferred to gas chromatography (GC) vials (IVA Analysetechnik, Meerbusch, Germany). To form fatty acid methyl esters (FAME), 15 µl trimethyl sulfonium hydroxide solution were added. Vials were mixed for 30 minutes at 40°C in a thermomixer (MHR 23, DITABIS, Pforzheim, Germany). Analysis of FAMEs was performed using an Agilent GC Systems 7890A gas chromatograph equipped with 7000 GC/MSC Triple Quad mass spectrometer (Agilent technologies, Waldbronn, Germany) and a flame ionization detector. FAME were separated on a GC capillary column. The fatty acid composition was expressed as area percentage of each FA relative to total area of all detected fatty acids.

### 2.5 Micro-CT analysis

Tibiae were harvested after cervical dislocation and directly fixed in 4% buffered paraformaldehyde/PBS at room temperature overnight. Samples were rinsed with distilled water twice and stored in PBS at 4°C. For osteotomy bones, the fixator plate was then removed. Bone structural parameters were monitored with micro-computed tomography (Micro-CT) sing a SkyScan 1172 instrument (Bruker, Kontich, Belgium). The voxel size was set to 10 µM at a source energy of 80 kV and 130 µA with a beam filtering through a 0.5 mm aluminum filter. Three-dimensional (3D) reconstruction was performed with the software NRecon (Bruker, Kontich, Belgium). Reconstructed images underwent further 2D and 3D analysis using CTAn (CT-Analyser) Software (Bruker, Kontich, Belgium) in specific bone regions. For the analysis of trabecularized bone volumes, the opening of the growth plate in the proximal tibia was identified as starting point to define a consistent VOI. Trabecular regions started 600 µm distal of the growth plate opening and extended for 3500 µm into the tibia. For cortical analysis, the fibula-tibia junction was identified as starting point. The cortical analysis volume extended for 1000 µm toward the distal end. For osteotomy analyses, the opening of the cortex was identified on both ends of the osteotomy gap, which was used to identify the size of the callus region. Either the whole fracture gap, defined as the volume of woven bone within the callus volume, was analyzed or a central region of 250 µm or 100 µm around the callus mid-line was used.

### 2.6 Osmium tetroxide staining

Osmium tetroxide staining was carried out according to a published protocol (25). After Micro-CT analysis of mineralized bone, tibiae were decalcified using a 14% EDTA solution at 4°C for 14 days, changing the solution every 3–4 days. Decalcified tibiae were washed for 30 minutes with cool tap water. Next, tibiae were transferred into a falcon containing 1200 µl Sorensen’s Phosphate Buffer (Science Services, München, Germany). 400 µl of a 4% Osmium tetroxide solution, which resulted in a 1% Osmium tetroxide solution, was added for 48 hours. Bones were transferred into a new tube containing 2000 µl Sorensen’s Phosphate Buffer for 3 hours. This step was repeated twice and Micro-CT measurement followed. After reconstruction of the Micro-CT data, three volumes of interest were selected, dividing the tibia into three regions as described above. BMAT volumes for each area were quantified and the ratio of BMAT volume over marrow volume (tissue volume – bone volume) was calculated.

### 2.7 Statistical analyses

Statistical analysis was performed using the GraphPad Prism (versions 9 and 10) software. Data are typically presented as means ± standard error of the mean (SEM), unless stated otherwise. Comparisons between multiple groups were carried out using a 2-way or a 3-way ANOVA with Tukey’s multiple comparisons testing. Thus, different tests of significant variation are considered in the results: ANOVA initially tests for interaction between the individual factors within the test (e.g. typically diet and age in our analysis), where a significant p-value refers to a significant interaction between both factors. Secondly, group effects of the two (or three) independent variables are evaluated by ANOVA to determine whether a factor in itself may explain some of the variance in the results. Significant p-values for the individual variables indicate that the factor is a significant driver of variation independent of other factors within the experiment.

## 3 Results

### 3.1 Caloric restriction leads to increased adipocyte accumulation in the proximal tibia

To test a dietary application that promotes marrow adipogenesis and at the same time improves systemic metabolic health, CR was applied to cohorts of young and old mice, aged 8–12 weeks or 15–18 months, at the start of the intervention, respectively (**Supplementary Figure S1**). During CR, young and old mice displayed the expected and significant decrease in body weight approximately between weeks 3 and 4, and stabilized after that until the end of the dietary intervention (**Figure 1A**). Statistical three-factor analysis of variation showed significant interactions between all pairs of the three factors diet, age and duration of diet. Therefore, only pairwise comparisons after multiple testing are considered as it is difficult to evaluate the significance of contributions of individual factors. These direct comparisons show significantly reduced body weights in CR groups of both ages starting in week 3. Throughout the full eight weeks of CR, young mice lost on average of 19% of initial body weight, while aged mice lost approximately 27%. Young mice fed *ad libitum* gained 20% of body weight, and old mice fed *ad libitum* gained around 5% of body weight during the eight weeks (**Figure 1B**). Loss of fat mass was verified in inguinal and epididymal white fat depot weights upon CR, but two-factor analysis showed significant interactions between the two independent factors diet and age: Aged *ad libitum* fed mice had significantly greater epididymal and inguinal fat mass, while CR significantly reduced the white fat depots in both young and aged mice (**Figure 1C**). Diet effects were highly significant as independent variable as well in multiple comparison testing, whereas the factor age produced fewer significances which were only found in *ad libitum* fed old mice compared to young mice. Conversely, BMAT in the tibia was mildly increased upon aging, but did not reach statistical significance in this multi-group comparison, whereas the increase of tibial BMAT upon CR was more pronounced, leading to a significant increase in young animals that approximated the overall level of BMAT found in aged mice under CR (**Figure 1D**). Tibia BMAT displayed no interaction between CR and aging. More importantly, unlike white fat, both factors showed the same direction of regulation and both factors, age and diet, showed significantly increased BMAT formation as independent variables.

**Figure 1:**
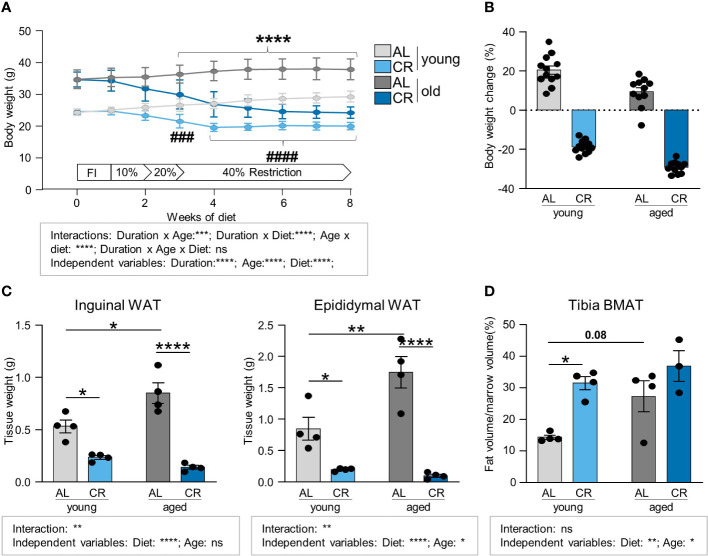
Caloric restriction leads to the loss of white adipose tissue depots while increasing tibia BMAT. **(A)** Body weight development of young (starting age: 8–12 weeks) and aged (starting age: 15–18 months) mice during eight weeks of caloric restriction (CR) compared to *ad libitum* fed (AL) age-matched control mice. Light gray lines/bars indicate young AL, light blue indicate young CR. Dark gray/blue lines/bars indicate CR mice in corresponding aged groups (applies to all Figure panels; AL aged: n=15; all other groups: n=16). Data are depicted as mean ± SEM. ****P<0.001 indicates significant differences between old AL vs. CR; ^###^P<0.001; ^####^P<0.0001 indicates significant differences between young AL vs. CR by multiple comparisons testing after 3-Way ANOVA. **(B)** Percent body weight change after eight weeks of diet feeding of CR and AL diets compared to starting weight (AL aged: n=15; all other groups: n=16). **(C)** Inguinal (left panel) and epididymal (right panel) white fat pad weights after 8 weeks of CR (n=4). **(D)** Micro-CT analyses of tibial BMAT volumes normalized to marrow volume (CR aged: n=3; all other groups: n=4). Data are depicted as mean ± SEM. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001 as indicated (2-way ANOVA). Source of variation analysis summarized in grey boxes under each panel for significances of factor interaction and for the independent variables by 2-way or 3-way ANOVA (diet, age, duration of diet; ns, not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

### 3.2 Caloric Restriction diminishes trabecular bone loss in aged mice

The tibia harbors constitutive and regulated BMAT in specific regions (9). Using micro-computed tomography (Micro-CT), the tibia bone microstructure was analyzed by assessing two distinct regions, a proximal region encompassing the metaphyseal to diaphyseal tibia, which is trabecularized throughout the analyzed volume (**Figures 2A-C**; **Supplementary Figure S2**, **Supplementary Figure S3**), and a more distal region within the diaphyseal shaft, which mainly contains cortical bone (**Figure 3**; **Supplementary Figure S4**). Trabecular bone volume was significantly decreased in aged mice on both diets, confirmed by significant reductions for age, but not diet, as independent variable, which is consistent with the literature (26, 27). While not reaching statistical significance, there was a trend (p=0.06) for partial amelioration by CR in the aged tibia, while CR had no effect on this parameter in young mice (**Figure 2D**). Trabecular thickness was increased in aged mice in direct multiple testing, i.e. regardless of CR, and was significantly increased as independent variable that did not statistically interact with the diet factor (**Figure 2E**). This effect is again consistent with the literature (28). The overall trabecular bone loss during aging was also reflected by significantly decreased trabecular numbers, increased trabecular separation and reduced polar moment of inertia, which describes the resistance of the bone to withstand torsional deformation as calculated from micro-CT results (**Figures 2F-H**). There was no significant interaction between the factors diet and age for these parameters. Age-effects were significant in multiple comparisons testing in both diets and for age as independent variable. The effect of diet showed a non-significant trend to be increased (p = 0.06) for trabecular number and was significantly increased for polar moment of inertia in aged, but not young, mice after CR, altogether suggesting improvement of bone quality in aged tibia bones of male mice upon CR for these parameters. This was further confirmed by the significant effect of diet as independent variable for these two parameters. The beneficial effect of CR on aged trabecular bone was also reflected in the polar moment of inertia. While generally reduced upon aging, aged mice undergoing CR showed a significant increase in this parameter compared to the aged *ad libitum* fed group (**Figure 2H**). In summary, the detrimental effect of aging on trabecular bone was pronounced in all analyzed parameters, as indicated by the significance levels. CR had displayed no significant effects in young mice while displaying some trends or significances for improvement in aged mice, depending on the parameter measured, which was further confirmed when analyzing the significances of diet as independent variable.

**Figure 2:**
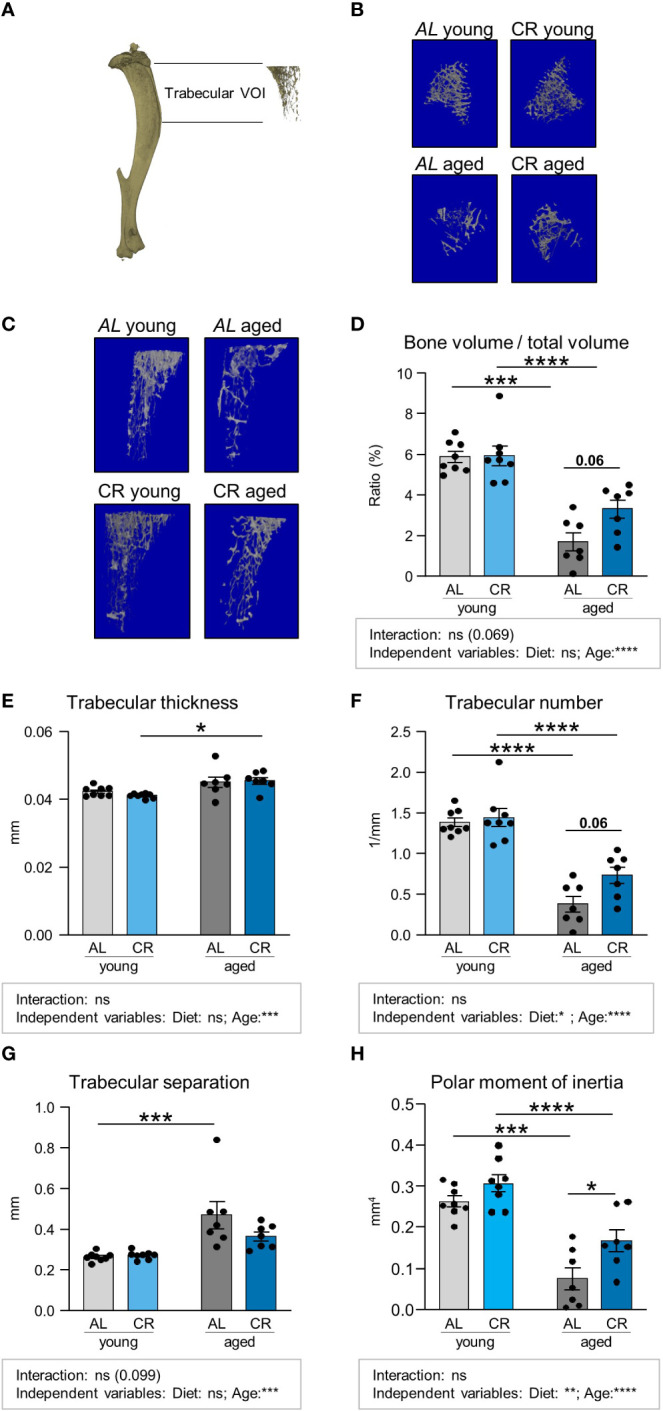
Caloric restriction prevents age-associated trabecular bone loss. **(A)** Depiction of Micro-CT analysis of volume of interest (VOI) including trabecularized regions of the metaphyseal and diaphyseal proximal tibia, excluding the cortical portion of the VOI. **(B, C)** representative 3D-renders of the analyzed trabecular regions. **(D)** Quantifications of bone volume normalized to total volume area. Light gray bars indicate young *ad libitum* fed (AL) controls (n=8), light blue bars indicate young CR (n=8), dark gray bars indicate aged AL mice (n=7), and dark blue bars indicate aged CR mice (n=7; applies to all Figure panels). **(E)** Quantification of trabecular thickness, **(F)** trabecular number, **(G)** trabecular separation, and **(H)** polar moment of inertia in the indicated VOI. Data are depicted as mean ± SEM. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001 indicate significant differences by multiple comparisons testing after 2-way ANOVA. Source of variation analysis summarized in grey boxes under each panel for significances of factor interaction and for the independent variables (diet and age; ns, not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

**Figure 3:**
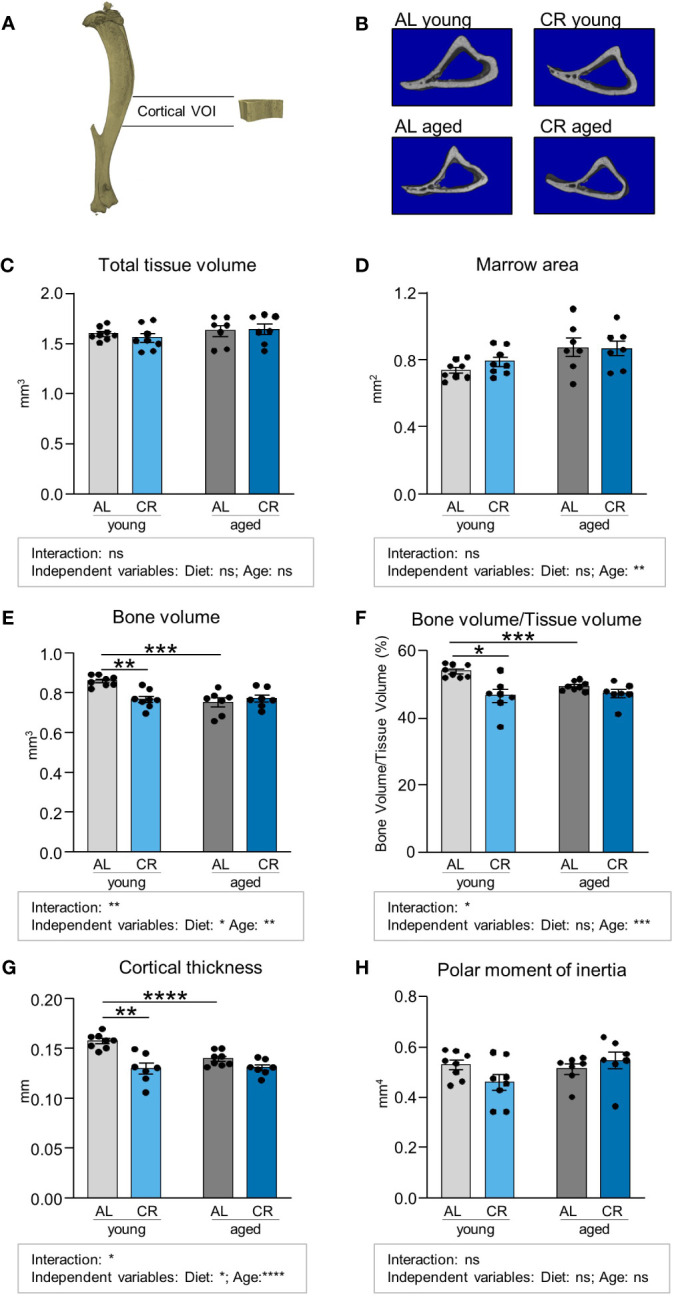
Caloric restriction reduces cortical bone in young mice. **(A)** Depiction of Micro-CT analysis of volume of interest (VOI) of cortical bone in the mid-shaft, diaphyseal region of the tibia. **(B)** Representative cross-sectional 3D-rendered images of the analyzed cortical bone region. **(C)** Quantifications of total analyzed bone tissue volume. Light gray bars indicate young *ad libitum* fed (AL) controls (n=8), light blue bars indicate young CR (n=8), dark gray bars indicate aged AL mice (n=7), and dark blue bars indicate aged CR mice (n=7; applies to all Figure panels). **(D)** Quantification of non-mineralized bone marrow volume, **(E)** mineralized bone volume, **(F)** Quantification of bone volume/tissue volume. **(G)** cortical thickness, and **(H)** polar moment of inertia within indicated VOI. Data are depicted as mean ± SEM. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001 indicate significant differences by multiple comparisons testing after 2-way ANOVA. Source of variation analysis summarized in grey boxes under each panel for significances of factor interaction and for the independent variables (diet and age; ns, not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

We subsequently conduced micro-CT analyses of the cortical tibia bone volume, which showed no clear effects of diet or age upon initial inspection of total tissue volumes (**Figures 3A-C**; **Supplementary Figure S4**). However, a detailed analysis of marrow area showed that age, as diet-independent factor, resulted in a significant increase of this parameter (**Figure 3D**). The three parameters cortical bone volume, ratio of cortical bone volume over total tissue volume, and cortical thickness were significantly decreased by aging in *ad libitum* fed mice and also in young mice when comparing AL and CR, while CR had no impact on these parameters when administered to aged mice (**Figures 3E-G**). Interactions between factors age and diet were significant for these parameters. Age as independent factor of variation was significant for all three parameters, while the variation explained due to diet was significant only for cortical bone volume and cortical thickness. Altogether these results suggest that diet and age act as at least partially independent negative regulators of cortical parameters in comparison to young mice with *ad libitum* feeding. The polar moment of inertia of this region, as an indicator for torsional bone strength, was not altered by aging and CR, suggesting that the ability of the cortical bone to withstand torsional loads remained intact (**Figure 3H**).

### 3.3 Caloric Restriction increases adipogenic and mitochondrial gene expression in CR mice

To investigate molecular changes in bone tissue following CR, a transcriptomic analysis of tibiae from the four conditions was performed. 

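Tibiae of 12 male C57BL/6J mice were sequenced, 3 each from young AL, young CR, aged AL and aged CR mice. CR lasted 8 weeks, with food reduced by 10% in the first week, by 20% in the second and by 40% from the third, and AL mice ate freely. By the methods, young mice were 8 to 12 weeks and aged mice 65 to 78 weeks old at its start, while the sample labels give 10 weeks for young mice. The labels list 48 libraries, 4 technical repeats of each mouse, and the deposited table holds 1 column per mouse. How the repeats were combined is not given in the sources used here, so each mouse counted once and p-values measure the spread between mice. The authors prepared stranded mRNA libraries from total tibia RNA, so the values mix bone cells, marrow cells and any tissue attached. They trimmed the reads with Trim Galore, aligned them to mm10 with STAR, quantified FPKM (fragments per kilobase of transcript, scaled to the mapped reads) with StringTie and quantile normalized the values.
The table holds 29801 genes. Values of the same rank differed between mice by at most 0.00936 FPKM, and each mouse summed to 636210 FPKM, because quantile normalization gives every mouse the same distribution. A change in the total amount of mRNA, or in the share of the most abundant genes, cannot be seen after this step. The 4 globin genes held 29.1% of the FPKM in every mouse. No mitochondrially encoded gene is listed. FPKM carry no read counts, so the depth per mouse is unknown. The number of genes listed at 0 ranged from 6856 to 8057 per mouse.
From these values, log2(FPKM + 1) was computed and 13590 genes with a mean of at least 1 FPKM over the 12 mice were tested with limma, in a model with the 4 group means and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. Log2 values of mice in the same group correlated at a mean of 0.965 to 0.986. Aged AL mouse 14 was the farthest from its group, at a root mean square difference of 0.435 on the log2 scale, followed by aged CR mouse 5 at 0.378. The first and second principal components held 22.7% and 14.2% of the variance. Pathways were examined with lists of genes drawn up before the data were examined, tested as sets against all other genes with camera, since no GO annotation was used here. The paper reports adipocyte, B cell, type I interferon and mitochondrial terms from these same mice. For these themes the lists are therefore not independent evidence.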

First, the effects of CR in young animals were analyzed by comparing the two groups of young mice, i.e. mice with *ad libitum* food access to CR mice. 

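In young mice, genes of adipocytes and of fatty acid synthesis were higher with CR than with ad libitum feeding. Rbp4, which encodes a retinol carrier that adipocytes secrete, rose from 1.93 ± 0.198 FPKM (SD, n = 3 mice) in AL to 8.62 ± 1.61 FPKM (SD, n = 3) in CR mice, a log2 fold change of 1.70 (standard error 0.22, adjusted p = 0.0242 from limma). Fasn, fatty acid synthase, rose from 3.00 ± 0.548 to 7.10 ± 0.827 FPKM, a log2 fold change of 1.02 (standard error 0.11, adjusted p = 0.0144). Lpl, the lipase that releases fatty acids from circulating triglycerides, rose from 30.2 ± 3.85 to 56.8 ± 2.84 FPKM, a log2 fold change of 0.90 (standard error 0.11, adjusted p = 0.0144). Banp, which encodes a nuclear DNA-binding protein, and Hyal2, a hyaluronidase, rose by log2 fold changes of 0.69 and 0.68 (adjusted p = 0.0144 and 0.0445).
Of 20 tested adipocyte markers, 1 (Lpl) rose over all genes and 18 rose when adjusted over the list alone. Their median log2 fold change was 0.88 (camera, adjusted p = 1.2e-19). With an estimated correlation between the genes the call was lost (adjusted p = 0.124 with an estimated correlation), while fry, which tests whether the genes of a list move on balance one way, gave an adjusted p of 0.0122. Adig (adipogenin), Retn (the adipokine resistin) and Cidec (a lipid droplet protein) had log2 fold changes of 1.38, 1.59 and 1.62 (adjusted p = 0.0702, 0.0943 and 0.0948 over all genes). Of 20 genes of fatty acid and triglyceride synthesis, 1 (Fasn) rose over all genes and 6 when adjusted over the list alone, at a median of 0.24 (camera, adjusted p = 1.7e-07, and adjusted p = 0.118 with an estimated correlation). Thrsp, an inducer of lipogenic genes, Me1 (malic enzyme) and Dgat2 (which makes triglycerides) had log2 fold changes of 2.12, 0.96 and 0.67. Of 13 genes of lipolysis and the lipid droplet coat, 0 passed over all genes in limma (8 were higher at an unadjusted p under 0.05) and 7 rose when adjusted over the list alone, at a median of 0.36 (camera, adjusted p = 4.4e-09, and adjusted p = 0.118 with an estimated correlation). The 22 genes of cholesterol synthesis had a median of 0.07 (camera, adjusted p = 0.394), with 0 passing over all genes or the list alone in limma, and 3 higher and 1 lower at an unadjusted p under 0.05. The study shows 10 of the 25 adipocyte markers, 4 of the 22 listed synthesis genes and 6 of the 17 listed droplet genes in Fig. 4C and D, chosen on these samples, so for those genes the lists are not independent evidence.
On GRCm38, Rbp4 lies on chromosome 19 from 38116629 to 38125281, Fasn on chromosome 11 from 120805846 to 120824547 and Lpl on chromosome 8 from 68880491 to 68907448. These 5 genes were the ones that rose among the 13590 tested, and 787 were higher at an unadjusted p under 0.05 from limma. Every CR mouse lay above every AL mouse for each of the 5. Over all genes, 2646 (19.5%) had groups that did not overlap, where chance gives 10%. The 9 genes that changed in either direction became 5, all higher, with no filter on low FPKM, 304 (163 higher and 141 lower) with a quality weight per mouse, 74 with a fit of only the 2 groups, 5 without young AL mouse 9, 1 without young AL mouse 11, and 0 without young AL mouse 10, young CR mouse 1 or young CR mouse 2. They became 26 without aged CR mouse 5 and 43 without aged AL mouse 14, whose spread enters the shared variance.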

Gene ontology (GO) analysis of the 632 significantly upregulated genes led to eight enriched gene sets, four of which were related to adipocytes or lipid metabolism (**Figure 4A**). 

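Pparg and Cebpa, transcription factors that drive adipocyte differentiation, were at 10.2 ± 1.07 and 15.3 ± 2.12 FPKM (SD, n = 3 mice) in young AL and at 14.3 ± 0.839 and 23.1 ± 1.73 FPKM (SD, n = 3) in young CR mice. Their log2 fold changes of 0.46 and 0.57 did not pass over all genes (limma, adjusted p = 0.387 and 0.157), and no CR mouse overlapped the AL mice for either gene. Adipoq, which encodes adiponectin, was at 33.1 ± 3.12 FPKM in AL and 71.3 ± 13.1 FPKM in CR mice, and Scd1, which desaturates saturated fatty acids, at 41.5 ± 1.87 and 123 ± 14.1 FPKM. Their log2 fold changes were 1.07 and 1.53 (adjusted p = 0.348 and 0.189). Tbp, the reference gene of the paper's RT-qPCR, had a log2 fold change of 0.03.
Of 14 markers of marrow stromal cells, the compartment that holds the progenitors of marrow adipocytes, 1 (Lpl) rose over all genes. Adjusted over the list alone, 3 were higher and 1 was lower, at a median log2 fold change of 0.04 (camera, adjusted p = 0.170). Wisp2, a secreted Wnt-induced protein, and Igfbp5, which binds insulin-like growth factors, had log2 fold changes of -0.78 and 0.50. Other lists were called beside the adipocyte markers. The 20 genes of the unfolded protein response had a median of 0.08 (camera, adjusted p = 0.0342, and adjusted p = 0.593 with an estimated correlation). The 4 Y-linked genes were all lower, at a median of -0.19 (camera, adjusted p = 0.0280, and adjusted p = 0.522 with an estimated correlation). All mice were male, and the cause of this call was not tested. Both calls were lost without young AL mouse 9 (0.120 and 0.0807). The call of the unfolded protein response was also lost without young AL mouse 11 (0.0647) or young CR mouse 3 (0.266). That of the Y-linked genes was also lost without young AL mouse 10 (0.0595) or young CR mouse 1 (0.0541). Of 15 genes of the glucocorticoid response, 0 passed over all genes in limma (9 at an unadjusted p under 0.05) and 9 rose when adjusted over the list alone, at a median of 0.52 (camera, adjusted p = 4.4e-09, and adjusted p = 0.143 with an estimated correlation). Among them, Ddit4, Per1, Sult1a1 and Errfi1 had log2 fold changes of 1.35, 1.05, 0.94 and 0.58. Of 13 immediate early and heat shock genes, which also respond to tissue handling, 3 rose when adjusted over the list alone, at a median of 0.22 (camera, adjusted p = 7.9e-05, and adjusted p = 0.232 with an estimated correlation), led by Hsph1 at 0.88. The 18 endothelial markers had a median of 0.11 (camera, adjusted p = 0.00553, and adjusted p = 0.505 with an estimated correlation), with Flt4 and Plvap at 0.34 and 0.42. The 17 osteoblast markers had a median of -0.15 (camera, adjusted p = 0.0342, and adjusted p = 0.626 with an estimated correlation), and the call was lost without young AL mouse 9 (adjusted p = 0.293), young AL mouse 11 (0.0672), young CR mouse 1 (0.185) or young CR mouse 3 (0.148).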

Subsequent interaction analysis of overlapping genes between these adipose-related gene sets confirmed these results, altogether reflecting the notion that CR leads to robust induction of bone marrow adipogenesis (**Figures 4B-D**). When comparing the expression changes of the genes resulting from this network analysis in both age groups, a similar pattern of increased adipogenesis-related gene expression emerged in the aged animals under CR compared to the age-matched control mice with *ad libitum* food access, albeit less pronounced compared to young mice, as aging itself is a potent inducer of adipogenesis in the bone (**Figures 4C, D**). 

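In aged mice, the same adipocyte genes had higher FPKM with CR, with wider spread between mice. Rbp4 was at 2.28 ± 0.51 FPKM (SD, n = 3 mice) in aged AL and 9.23 ± 3.18 FPKM (SD, n = 3) in aged CR mice, Retn at 1.53 ± 0.696 and 7.07 ± 2.37 FPKM, and Cidec at 7.20 ± 2.73 and 17.5 ± 5.99 FPKM. Their log2 fold changes of 1.60, 1.67 and 1.18 did not pass over all genes (limma, adjusted p = 0.198, 0.198 and 0.406). Fasn and Lpl had log2 fold changes of 0.56 and 0.63 in aged mice (standard error 0.11 for each), and the difference between the ages was -0.46 and -0.27 (adjusted p = 0.999 for each).
Of the 20 adipocyte markers, 0 passed over all genes in limma in aged mice (15 were higher at an unadjusted p under 0.05) and 14 rose when adjusted over the list alone, at a median log2 fold change of 0.65 (camera, adjusted p = 4.7e-18, and adjusted p = 0.226 with an estimated correlation). The triglyceride synthesis list had a median of 0.17 (camera, adjusted p = 0.00145, and adjusted p = 0.247 with an estimated correlation), with 5 genes higher and 1 lower when adjusted over the list alone. The lower gene was Gpam, the first enzyme of triglyceride synthesis, at -0.46. The droplet list had a median of 0.22 (camera, adjusted p = 6.9e-06, and adjusted p = 0.226 with an estimated correlation), with 3 genes higher when adjusted over the list alone. Tested as a difference between the ages, the effect of CR on the adipocyte markers had a median of -0.19 (camera, adjusted p = 0.0696, and adjusted p = 0.807 with an estimated correlation), lower in aged mice for 16 of 20 genes. For triglyceride synthesis the median difference was -0.15 (camera, adjusted p = 0.0151, and adjusted p = 0.535 with an estimated correlation), and this call was lost without aged CR mouse 5 (adjusted p = 0.188), aged AL mouse 13 (0.0760) or young CR mouse 2 (0.0552). The adipocyte difference passed without aged AL mouse 14 (0.000396), aged CR mouse 7 (0.00257), aged CR mouse 6 (0.0158), young AL mouse 11 (0.0220) or young CR mouse 3 (0.0322), or with no filter on low FPKM (0.0480).
With age, over both diets, the adipocyte markers had a median of 0.21 (camera, adjusted p = 9.7e-05, and adjusted p = 0.454 with an estimated correlation), and 1 of them (Plin4) rose over all genes. As the mean deviation of the adipocyte markers on the log2 scale, young AL mice lay between -0.65 and -0.44, young CR mice between 0.18 and 0.49, aged AL mice 13, 14 and 15 at -0.04, -0.57 and -0.17, and aged CR mice 5, 6 and 7 at 0.11, 0.68 and 0.70. Across genes, the log2 fold changes with CR in young and in aged mice, which share no mice, correlated at r = 0.327 (Spearman's rho = 0.310). Genes are not independent replicates. Of 1499 genes with an unadjusted p under 0.05 in young mice, 77.3% had the same direction in aged mice. For the genes of Fig. 4C and D, the paper describes a similar rise with CR in aged mice, of smaller size than in young mice. It reasons that the rise is smaller because aging already induces marrow adipogenesis.

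**Figure D1:**
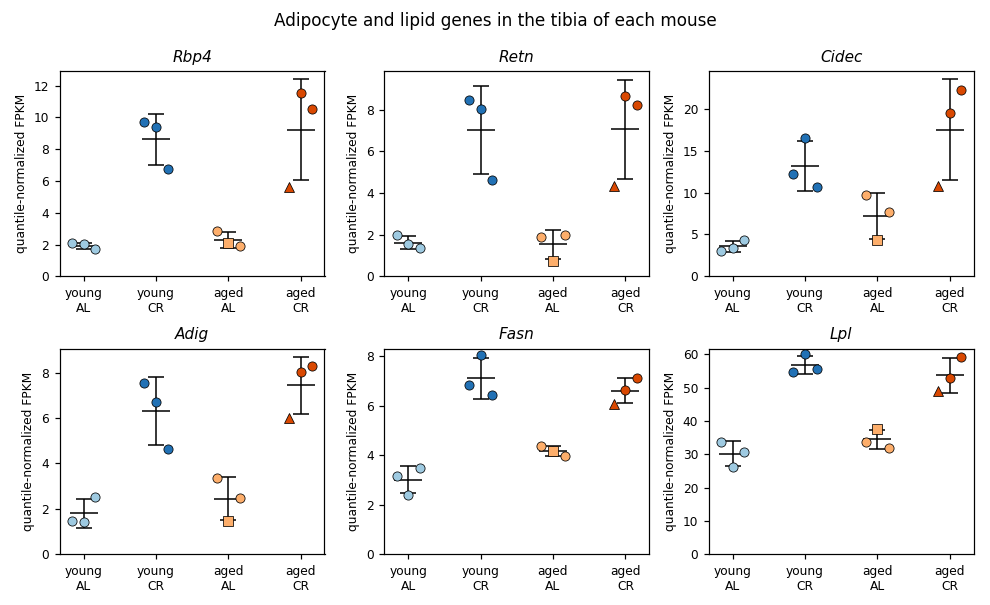
Quantile-normalized FPKM (vertical axes, from 0) of 6 adipocyte and lipid genes in each of the 12 mice, by group, with the mean (horizontal line) and the SD (bars, n = 3). The square is aged AL mouse 14 and the triangle aged CR mouse 5, which lies below the other aged CR mice in each panel but above every aged AL mouse.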

Of note, only very few genes showed statically significant interactions between diet and age, whereas most genes showed significant upregulation when considering diet (i.e. CR compared to AL) as independent variable, while variation partially explained due to the factor age was only significant in a small number of genes. Specifically, 20 of the 30 genes summarized in the “adipocyte-related pathways” were significantly elevated through CR, while aging only induced expression of 5 genes (**Figure 4C**). 

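Over both ages, the 10 largest increases with CR among the called genes included Retn, Cidec and Adig of the adipocyte list and Thrsp and Fasn of the list of fatty acid and triglyceride synthesis. Rbp4, Retn and Cidec rose by log2 fold changes of 1.65, 1.63 and 1.40, Thrsp by 1.87, Adig by 1.35 and Fasn by 0.79 (limma, adjusted p between 0.00316 and 0.0372). Cdo1 (cysteine dioxygenase), Igfbp3 (a carrier of insulin-like growth factors), Sult1a1 (a sulfotransferase) and Timp4 (an inhibitor of matrix metalloproteinases) rose by 1.43, 1.34, 1.05 and 0.94 (adjusted p between 0.00853 and 0.0465). Wisp2 and Sfrp4, secreted proteins of the Wnt pathway, fell by 0.81 and 0.58 on the log2 scale, and Apol11a fell by 1.45. Dusp2, a phosphatase of immune cells, Ern1, a sensor of the unfolded protein response, and Cbfb, the partner of Runx transcription factors, fell by 0.52, 0.38 and 0.32. Cecr2 and Hnrnpdl fell by 0.41 and 0.39 (adjusted p = 0.0465 for all but Cbfb, at 0.0486). Every CR mouse lay beyond every AL mouse of the same age for 34 of the 35 genes called for diet. The genes named here are all among these 34, and not every gene that fell is named.
In all, 26 genes rose and 9 fell with diet, and 61 rose and 42 fell with age, at an adjusted p under 0.05. Without a filter on the mean, limma called 9 genes for diet and 44 for age. No gene passed for the interaction of diet and age in limma (smallest adjusted p = 0.732). At an unadjusted p under 0.05, 322 were higher and 253 lower. Together these are fewer than the share of 0.05 of the tested genes that chance alone would give, so the counts are no sign of an interaction. Without aged CR mouse 5, 1 gene passed, and with a quality weight per mouse, 1. Of the genes of Fig. 4C, 0 of the 27 tested passed for the interaction. At an unadjusted p under 0.05, 5 had a lower log2 fold change with CR in aged than in young mice (Atf5, Fasn, Cebpa, Lrp5 and Fto). In aged mice it was still positive for Fasn and Cebpa (0.56 and 0.17). For Atf5, Lrp5 and Fto it was negative there (-0.18, -0.05 and -0.15). Of the 13 genes of Fig. 4D, 0 passed and 1 (Ehd1) did at an unadjusted p under 0.05. The difference of the CR effects was negative for 25 of the 27 and for 12 of the 13 genes. The study chose both sets on these samples, from genes higher in young CR mice, so they are not independent evidence of that direction. Rbp4, Fasn and Lpl passed for diet when any 1 mouse was left out. The diet count ranged from 8 (without aged CR mouse 7) to 223 (without aged CR mouse 5) when each mouse was left out in turn, and was 143 without aged AL mouse 14. The age count ranged from 21 (without young CR mouse 2) to 219 (without young CR mouse 3).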

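Of the 30 genes of Fig. 4C, 27 were tested, and Frzb, Medag and Trpm4 had a mean below 1 FPKM. Lpl, Fasn, Adig, Thrsp and Rxra rose with diet over all genes, and 18 genes rose when adjusted over the list alone. Because the study chose these genes on these samples, neither count is independent evidence of their direction. Lpl had a log2 fold change of 0.76 with diet (standard error 0.08, adjusted p = 0.00316 from limma), and Rxra, the partner receptor of the adipocyte regulator Pparg, one of 0.38 (standard error 0.07, adjusted p = 0.0499). Acaca, which makes the malonyl-CoA used by fatty acid synthase, had a log2 fold change of 0.40 (adjusted p = 0.0638). Cebpa, Cav1 (caveolin of the adipocyte membrane), Steap4, Dhcr7 and Mvd were at 0.37, 0.43, 0.34, 0.30 and 0.27 and did not pass. Fto, Lss, Sqle and Trim32 were at -0.01, 0.05, 0.08 and 0.06. Compared within one age, 2 genes passed over all genes and 19 over the list alone in young mice, and 0 and 7 in aged mice (limma, with 11 at an unadjusted p under 0.05).
With age, 0 of the 27 genes passed in limma over all genes or over the list alone, and 4 were higher at an unadjusted p under 0.05. Among them were Noct, a clock-linked regulator of mRNA, at 0.54, Apoc2, the cofactor of lipoprotein lipase, at 0.35 and Atf5 at 0.23 (adjusted p = 0.105, 0.205 and 0.146). The count of 5 for diet was 16 with a quality weight per mouse and 2 with no filter on low FPKM. It was 3 without any 1 of the 6 young mice or without aged CR mouse 7, and 9 without aged CR mouse 5. It was 11 without aged AL mouse 14 and aged CR mouse 5 together, a choice made after the data were seen.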

Similar results were obtained in the pathway “lipid droplet”, where CR significantly induced 11 of the 13 genes while aging induced only one gene (**Figure 4D**). 

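All 13 genes of Fig. 4D were tested. Adig rose with diet over all genes, and 10 of the 13 rose when adjusted over the list alone; the study chose the list on these samples, so these counts are not independent evidence. Plin1 and Fabp4, a lipid droplet coat protein and the fatty acid binding protein of adipocytes, had log2 fold changes of 1.07 and 0.76 with diet and did not pass over all genes (limma, adjusted p = 0.0553 and 0.0565). Fabp4 was at 215 ± 15.3 FPKM (SD, n = 3 mice) in young AL, 394 ± 42.9 in young CR, 278 ± 71.4 in aged AL and 434 ± 92.3 FPKM in aged CR mice. The lipases Lipe and Pnpla2, which release fatty acids from stored triglycerides, were at 0.50 and 0.48, Dgat2 at 0.51, Plin4 at 0.41 and Abhd5, the activator of Pnpla2, at 0.21. Bscl2 was at 0.18 and Pla2g4c at 0.24. In young mice 11 genes and in aged mice 4 passed over the list alone, and 0 over all genes at either age (limma, with 11 and 6 at an unadjusted p under 0.05).
With age, over both diets, Plin4 rose over all genes, by a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.0429). In AL mice alone it was at 2.06 ± 0.455 FPKM in young and 4.09 ± 0.371 FPKM in aged mice (SD, n = 3 each). Over both diets, aged minus young was 1.82 FPKM. Plin1 was at 0.46 with age (adjusted p = 0.267). The diet count of 1 became 0 with no filter on low FPKM, 8 without aged CR mouse 5, 2 without aged AL mouse 14 and 11 with a quality weight per mouse. Plin4 passed for age only with all mice, without aged AL mouse 14 or without aged CR mouse 5, among the runs that left out 1 mouse.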

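In young mice, markers of B cells and genes of the type I interferon response were lower with CR. All 37 tested genes of the type I interferon response had negative log2 fold changes, at a median of -0.47 (camera, adjusted p = 1.4e-09, and adjusted p = 0.522 with an estimated correlation). None of them passed over all genes or over the list alone in limma, and 8 were lower at an unadjusted p under 0.05. Mx1, an antiviral GTPase, was at 3.52 ± 0.273 FPKM (SD, n = 3 mice) in AL and 1.53 ± 0.531 FPKM (SD, n = 3) in CR mice, a log2 fold change of -0.86 (adjusted p = 0.365). Eif2ak2, the kinase PKR, was at -0.59, Sp100 at -0.45 and Samhd1 at -0.25.
All 16 early B cell markers were lower, at a median of -0.48 (camera, adjusted p = 8.7e-06, and adjusted p = 0.505 with an estimated correlation). None passed over all genes in limma, 5 did at an unadjusted p under 0.05, and 2 fell when adjusted over the list alone. Pax5 and Ebf1, transcription factors that set B cell identity, were at -0.89 and -0.61, and Cd93, also found on other progenitors and endothelial cells, at -0.38. Of 24 entries for mature B cell markers (Cd37 is listed under 2 identifiers), 20 were lower, at a median of -0.41 (camera, adjusted p = 1.5e-05, and adjusted p = 0.522 with an estimated correlation). None passed over all genes or over the list alone, and 7 were lower at an unadjusted p under 0.05. Cd72 was at -1.14, Fcrla at -1.09, Blk at -0.83 and Cd79b, part of the B cell receptor, at -0.76.
Over all genes, 4 fell with CR in young mice and 712 were lower at an unadjusted p under 0.05 from limma. The count of 4 became 0 with no filter on low FPKM and 0 without young AL mouse 10, young AL mouse 11, young CR mouse 1 or young CR mouse 2, and it became 24 without aged AL mouse 14 and 141 with a quality weight per mouse. H2-Q6, a class I histocompatibility gene, fell by 1.02 on the log2 scale (standard error 0.15, adjusted p = 0.0445), and its paralog H2-Q5, which can share reads with it, was at -1.01 (adjusted p = 0.0509). Mir6924, Gm23639 and Gm14027 fell by 1.20, 1.25 and 1.04. Mir6924, a microRNA gene on chromosome 11 from 69882032 to 69882094, and Gm23639, a small nucleolar RNA gene, are shorter than the selected fragments, and Gm14027 is a transcript without a known product, so their FPKM are uncertain.

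**Figure D2:**
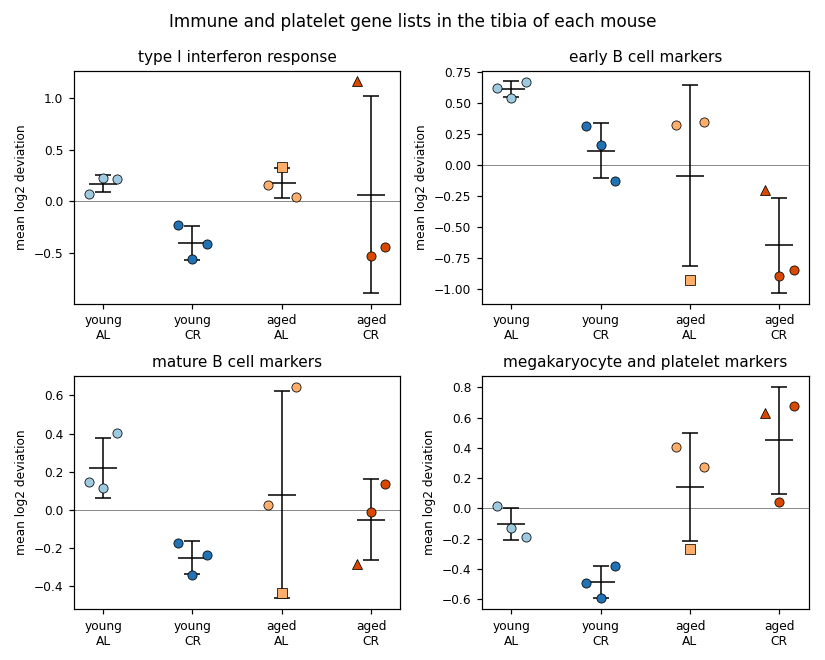
Mean deviation of the genes of 4 lists from their mean over the 12 mice, on the log2 scale (vertical axes), for each mouse by group, with the group mean (horizontal line) and the SD (bars, n = 3). The 3 young CR mice lie below the 3 young AL mice in each panel, and aged CR mouse 5 (triangle) has the highest interferon value, at 1.16, while aged AL mouse 14 (square) has the lowest early B cell value, at -0.92.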

CR led to a significant downregulation of 591 genes in young mice with *ad libitum* food access compared to young CR mice, and gene set functional scoring showed these genes to be involved in B-cell function and interferon type 1 signaling (**Figure 4E**). 

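Other immune lists differed in direction under CR in young mice. All 27 genes of the interferon gamma response were lower, at a median log2 fold change of -0.29 (camera, adjusted p = 3.1e-08, and adjusted p = 0.505 with an estimated correlation), and 2 fell when adjusted over the list alone (0 over all genes in limma, 7 at an unadjusted p under 0.05). Tap1, which moves peptides for class I presentation, and B2m, the light chain of class I molecules, were at -0.72 and -0.57. Of 14 plasma cell markers, 12 were lower, at a median of -0.54 (camera, adjusted p = 0.0243, and adjusted p = 0.593 with an estimated correlation). Mzb1 and Jchain, needed to make and join antibodies, were at -0.78 and -0.75. All 18 megakaryocyte and platelet markers were lower, at a median of -0.34 (camera, adjusted p = 3.3e-07, and adjusted p = 0.522 with an estimated correlation), with the platelet chemokines Ppbp and Pf4 at -0.68 and -0.54 (0 passed over all genes or the list alone in limma, 5 at an unadjusted p under 0.05).
The 22 tested T and NK cell markers had a positive median of 0.19 (camera, adjusted p = 0.0217, and adjusted p = 0.593 with an estimated correlation), with Cd8b1 at 0.75. Neither neutrophil list was called. The 8 primary granule genes had a median of 0.08 and the secondary and tertiary granule genes one of 0.04 (camera, adjusted p = 0.429 for each). The 16 macrophage markers had a median of 0.12 (camera, adjusted p = 0.0948), with Maf at 0.46 and the highest member at 0.86. The erythroid markers had a median of 0.01 (adjusted p = 0.410) and the genes of cell division one of -0.09 (adjusted p = 0.202). The 13 tested osteoclast markers, which come from the same lineage as macrophages, had a median of 0.17 (camera, adjusted p = 0.0432, and adjusted p = 0.571 with an estimated correlation), with Slc9b2 at 0.47 and 1 gene higher when adjusted over the list alone. The plasma cell call was lost without young AL mouse 11 (adjusted p = 0.197) or young CR mouse 3 (0.189), the T and NK cell call without young AL mouse 9 (0.610), and the osteoclast call without any of 6 mice, by up to an adjusted p of 0.260 (young CR mouse 3). The macrophage list passed without young CR mouse 1 (0.0232), young AL mouse 11 (0.0360) or aged AL mouse 14 (0.0459).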

The combination of redundant pathways, i.e. those that relied on largely overlapping gene sets, from this analysis showed that five of the six remaining gene sets were related to immune system functions, illustrating the potential immune-suppressant effects of CR (**Figure 4F**).

**Figure 4:**
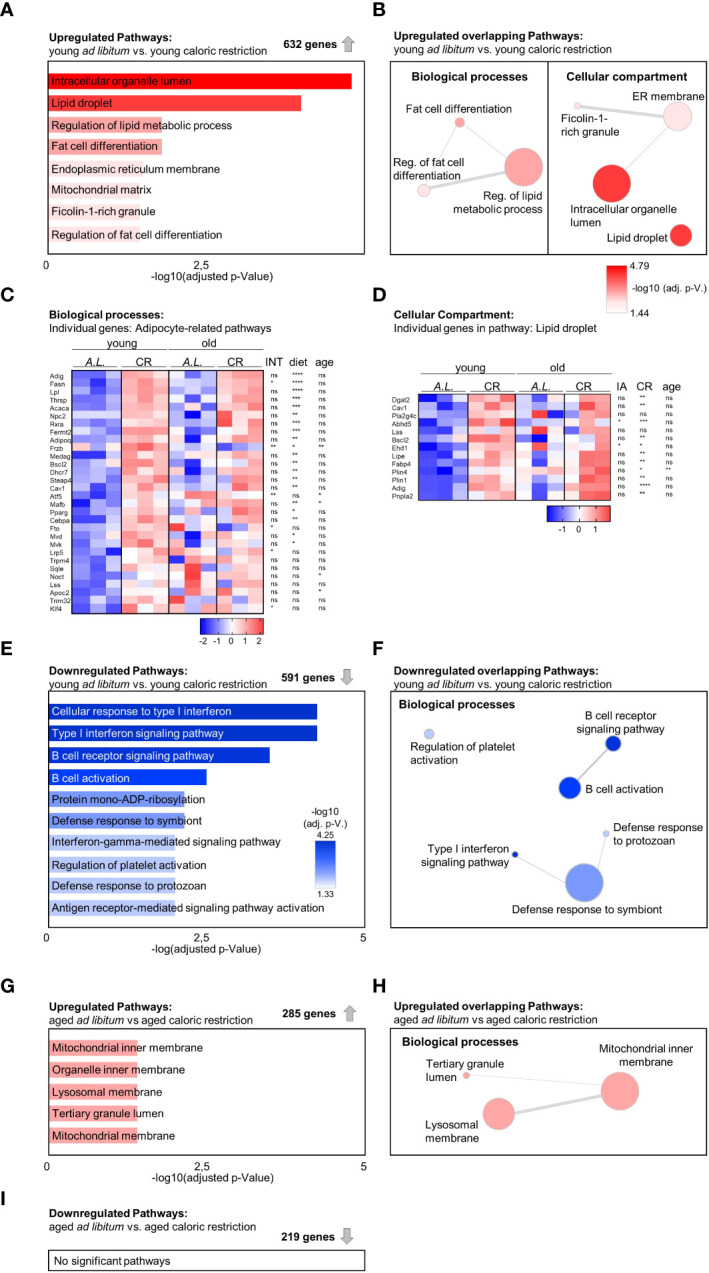
Increased adipogenic gene expression signature in tibia due to aging and caloric restriction. **(A)** Gene Ontology (GO) term enrichment analysis within 632 significantly upregulated genes when comparing young mice receiving CR to the young *ad libitum* fed (AL) mice (n=3). A summary of all significantly enriched GO terms from the domains ‘Cellular component’ and ‘Biological process’ is shown (bar length and color of the bar indicates adjusted p-value). **(B)** Identification of GO term similarity analysis within the two GO domains using Revigo [as shown in **(A)**]. Bubble color indicates -log10 of adjusted P-value for each identified GO term; bubble size indicates the frequency of the GO term in the underlying GO annotation (GOA) database; line width indicates the degree of similarity between terms. **(C)** Heatmap visualization of all four intervention groups summarizing all expressed genes related to adipocytes and lipid metabolism from GO analysis of enriched terms within the ‘Biological process’ domain [as shown in **(B)** (left); data reported as z-scores]. Source of variation analysis summarized on right next to heat maps for significances of factor interaction (INT) and for significances of the effects of independent variables diet and age (ns = not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001; also applies to subsequent panel **D**). **(D)** Heatmap visualization of all four intervention groups summarizing all expressed genes related to the term ‘Lipid droplet’ from GO analysis of enriched terms within the ‘Cellular component’ domain [as shown in **(B)** (right); data reported as z-scores]. **(E)** GO term enrichment analysis within 591 significantly downregulated genes when comparing young mice receiving CR to the young *ad libitum* fed (AL) mice. A summary of the top 10 significantly enriched GO terms from the domains ‘Cellular component’ and ‘Biological process’ is shown (bar length and color of the bar indicates adjusted p-value). **(F)** Identification of GO term similarity analysis within the GO domains ‘Biological process’ using Revigo [using terms as shown in **(E)**]. Bubble color indicates -log10 of adjusted P-value for each identified GO term; bubble size indicates the frequency of the GO term in the underlying GOA database; line width indicates the degree of similarity between terms. **(G)** GO term enrichment analysis within 285 significantly upregulated genes comparing aged *ad libitum* fed to aged CR mice (n=3). Significantly enriched terms only occurred within the GO domain ‘Biological process’ (bar length and color of the bar indicates adjusted p-value). **(H)** Identification of GO term similarity analysis within the GO domain ‘Biological process’ using Revigo [as shown in **(E)**]. Bubble color indicates -log10 of adjusted P-value for each identified GO term; bubble size indicates the frequency of the GO term in the underlying GOA database; line width indicates the degree of similarity between terms. **(I)** A similar gene set analysis was conducted for the 219 significantly downregulated genes in aged CR mice compared to the aged *ad libitum* (AL) fed group, but yielded no significantly enriched GO pathways (n=3).

To determine which pathways were affected by CR in aged mice, a similar pathway analysis was carried out comparing transcriptomic data from aged animals on control diet to animals on CR, leading to 285 significantly upregulated genes and five significantly enriched pathways, two of which were related to mitochondrial function (**Figure 4G**). 

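In aged mice no gene passed over all genes with CR (limma, smallest adjusted p = 0.198), while 611 were higher at an unadjusted p under 0.05. Among the higher genes, those with the smallest p were Rbp4, Sirt4, Retn, Igfbp3 and Dus4l. Sirt4, a sirtuin of the mitochondrial matrix that restrains fatty acid oxidation and glutamate dehydrogenase, was at 3.21 ± 0.2 FPKM (SD, n = 3 mice) in AL and 5.96 ± 0.383 FPKM (SD, n = 3) in CR mice, a log2 fold change of 0.73 (standard error 0.12, adjusted p = 0.198). In young mice it was at -0.07. Igfbp3 was at 2.30 ± 0.668 and 7.65 ± 2.69 FPKM, a log2 fold change of 1.35, and Dus4l, which modifies transfer RNA, had one of 0.41.
Beside the adipocyte lists, the macrophage, osteoclast, osteoblast, megakaryocyte and T and NK cell lists were called higher in aged CR mice, and the neutrophil granule (adjusted p = 0.260 and 0.519) and osteocyte (adjusted p = 0.286) lists were not called. The osteocyte list was called higher without aged AL mouse 13 (0.00189) or aged CR mouse 5 (0.0297) and lower without aged AL mouse 14 (0.0457). The primary granule list was called lower without aged AL mouse 14 (0.0200) or aged CR mouse 5 (0.00042), and the secondary granule list higher without aged AL mouse 15 (0.0497) and lower without aged AL mouse 14 (0.0239). All 16 macrophage markers were higher, at a median of 0.52 (camera, adjusted p = 4.5e-08, and adjusted p = 0.0864 with an estimated correlation). Maf, a transcription factor of resident macrophages, was at 0.66 and was the 1 gene that rose when adjusted over the list alone (7 at an unadjusted p under 0.05). Timd4 and Mrc1, surface receptors of resident macrophages, were at 1.23 and 0.60. Aged CR mouse 5 had the highest value of this list, at 0.81, against 0.37 and 0.20 in the other aged CR mice and -0.22 to -0.06 in aged AL mice. The 13 osteoclast markers had a median of 0.30 (camera, adjusted p = 3.9e-05, and adjusted p = 0.247 with an estimated correlation). Oscar and Slc9b2, at 0.69 and 0.49, rose when adjusted over the list alone, and Ctsk, the collagen protease of osteoclasts, was at 0.64. The osteoblast list had a median of 0.23 (camera, adjusted p = 0.00946, and adjusted p = 0.769 with an estimated correlation), with Ibsp, a bone matrix protein, at 0.70 and Alpl, the alkaline phosphatase of mineralization, at 0.44. Without aged AL mouse 14, which had the lowest osteoblast value of all mice (-0.83), this list gave an adjusted p of 0.848 in the opposite direction, and the call was also lost without aged CR mouse 6 (0.172). All 18 megakaryocyte and platelet markers were higher, at a median of 0.33 (camera, adjusted p = 2e-05, and adjusted p = 0.622 with an estimated correlation), and the call was lost without aged AL mouse 14 (0.110). The 22 T and NK cell markers had a median of 0.08 (camera, adjusted p = 0.0106, and adjusted p = 0.743 with an estimated correlation), and the call was lost without aged AL mouse 14 (0.0594), aged AL mouse 15 (0.180) or aged CR mouse 6 (0.269). The glucocorticoid list had a median of 0.24 (camera, adjusted p = 4.7e-05, and adjusted p = 0.364 with an estimated correlation), and 1 gene, Sult1a1 at 1.17, rose when adjusted over the list alone. The marrow stromal list had a median of 0.14 (camera, adjusted p = 0.0131, and adjusted p = 0.581 with an estimated correlation), with Vcam1 at 0.76, and gave an adjusted p of 0.997 in the opposite direction without aged AL mouse 14, with the call also lost without aged CR mouse 6 (0.133) or aged CR mouse 7 (0.0738).
The groups did not overlap for 1498 genes (11.0%), where chance gives 10%. Only without aged CR mouse 5 did genes pass when 1 mouse was left out (7 genes). A fit without aged CR mouse 5 and aged AL mouse 14, chosen after the data were seen, called 49 genes, and one with a quality weight per mouse called 193. The unequal-variance test of the paper on FPKM gave 487 genes at an unadjusted p under 0.05 and 0 after adjustment.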

After filtering of redundant gene sets and genes, the three remaining biological processes were linked to the inner mitochondrial matrix, altogether suggesting that CR induces expression of genes linked to mitochondrial function in bones of aged mice, which could reflect improved metabolic functions in the aged bones of mice on CR (**Figure 4H**). 

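Genes of the mitochondrial respiratory chain were close to their AL level in aged CR mice. The 74 nuclear-encoded genes had a median log2 fold change of 0.03, with 51 higher and 23 lower, and camera did not call the list (adjusted p = 0.271, and adjusted p = 0.914 with an estimated correlation). In limma 0 passed over all genes or over the list alone, and 0 had an unadjusted p under 0.05. Ndufv3 and Ndufs1, subunits of complex I, were at 0.18 and -0.14, and Uqcr11, of complex III, at 0.17. The 19 genes of the citrate cycle and pyruvate dehydrogenase had a median of 0.00 (camera, adjusted p = 0.817). Pcx, which makes oxaloacetate from pyruvate, was at 0.23 and Cs, citrate synthase, at -0.08. The 19 genes of mitochondrial fatty acid oxidation had a median of 0.02 and a mean of -0.01 (camera, adjusted p = 0.821). Their members went both ways. Acadm and Cpt2, of the oxidation pathway itself, were at 0.26 and 0.24, and Cpt1a, which admits fatty acids to mitochondria, and Pdk4, which holds back pyruvate dehydrogenase, at -0.45 and -0.39 (0 passed over all genes in limma or over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05).
The 28 genes of the lysosomal membrane had a median of 0.07 (camera, adjusted p = 0.0113, and adjusted p = 0.413 with an estimated correlation), led by Cd68, which is also a macrophage protein, at 0.54, the 1 gene that rose when adjusted over the list alone. The call was lost without aged AL mouse 13 (adjusted p = 0.0556) or aged CR mouse 5 (0.0589). In young mice the respiratory chain list was called, at a median of 0.08 with 65 of 74 genes higher (camera, adjusted p = 0.00024, and adjusted p = 0.593 with an estimated correlation), and 0 genes passed alone (4 at an unadjusted p under 0.05). This call was lost without young CR mouse 2 (adjusted p = 0.133). The difference of the CR effects between the ages had a median of -0.06 (camera, adjusted p = 0.0321, and adjusted p = 0.850 with an estimated correlation), and was lost without any of 6 mice, by up to an adjusted p of 0.733 (young CR mouse 2). In aged mice the list passed without aged CR mouse 6 (adjusted p = 0.0165) or aged AL mouse 14 (0.0457), and the citrate cycle list without aged AL mouse 14 (0.0457). No mitochondrially encoded gene could be tested, and the GO terms of Fig. 4G and H were not tested here.

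**Figure D3:**
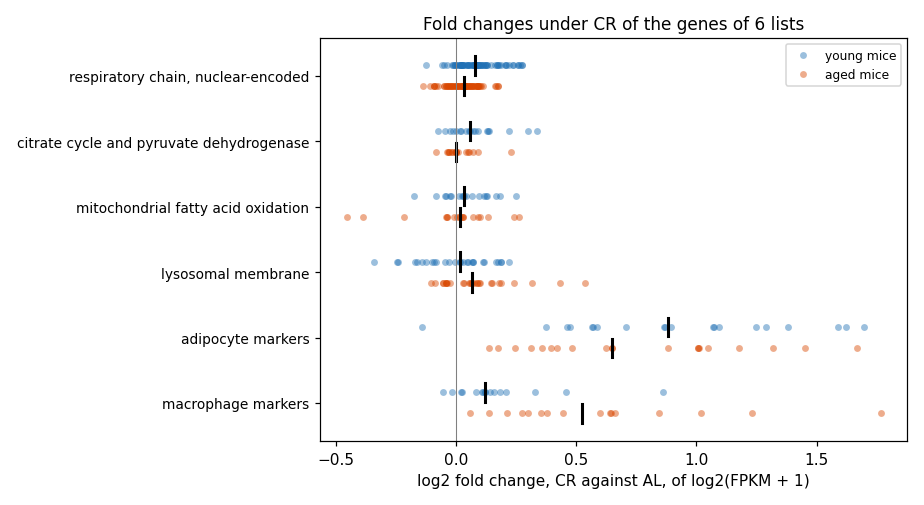
Log2 fold change of each gene of 6 lists with CR (horizontal axis, on the log2(FPKM + 1) scale) in young and in aged mice (points), with the list's median (vertical bar). The medians of the 3 mitochondrial lists lie between 0.00 and 0.08, those of the adipocyte markers at 0.88 and 0.65.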

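With CR in aged mice, 0 genes were lower over all genes in limma and 438 at an unadjusted p under 0.05. Skil, a repressor of TGF-beta signaling, Ern1, Cbfb and Dusp2 were among the 5 lower genes with the smallest p, at log2 fold changes of -0.43, -0.46, -0.38 and -0.57 (adjusted p between 0.198 and 0.258). The fifth, BC035044, was at -0.54. Skil was at 4.30 ± 0.231 FPKM (SD, n = 3 mice) in AL and 2.95 ± 0.0546 FPKM (SD, n = 3) in CR mice.
Lists of antibody-producing and developing B cells were lower. Of 16 early B cell markers 15 were lower, at a median of -0.30 (camera, adjusted p = 3.4e-05, and adjusted p = 0.517 with an estimated correlation). Dntt and Rag1, which act in the rearrangement of immunoglobulin genes, were at -1.26 and -0.99. Of 14 plasma cell markers 13 were lower, at a median of -0.31 (camera, adjusted p = 0.00145, and adjusted p = 0.517 with an estimated correlation), and 1, the immunoglobulin gene Ighg1 at -2.19, fell when adjusted over the list alone. The mature B cell list had a median of -0.06 and was not called (camera, adjusted p = 0.260), with Cd72 at -1.37 and Cr2 at 0.75. The interferon gamma list had a median of -0.16 (camera, adjusted p = 0.00145, and adjusted p = 0.743 with an estimated correlation). The type I interferon list had one of -0.12 and was not called (camera, adjusted p = 0.110), and aged CR mouse 5 lay at 1.16 for this list against -0.53 and -0.45 in the other aged CR mice. Without that mouse the list was lower at an adjusted p of 4.4e-35, and without aged AL mouse 15 at one of 0.0497. The 19 skeletal muscle markers had a median of -0.38 (camera, adjusted p = 0.0493, and adjusted p = 0.914 with an estimated correlation), and aged AL mouse 14 had the highest muscle value, at 1.47. The direction turned without that mouse (adjusted p = 0.942) or without aged CR mouse 6 (0.172), and the call was lost without any of 4 young mice, by up to an adjusted p of 0.0611 (young AL mouse 9).
The early B cell call was lost without aged AL mouse 15 (adjusted p = 0.0528), and so was that of the plasma cells (0.543). The interferon gamma call was lost without aged AL mouse 14 (0.206), aged CR mouse 6 (0.172) or aged CR mouse 7 (0.0831), and the mature B cell list was called without aged AL mouse 14 (2.4e-07) or aged CR mouse 7 (0.0374).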

A similar analysis of the 219 significantly downregulated genes resulted in no significant pathway changes (**Figure 4I**).

### 3.4 Caloric restriction enhances unsaturated fat accumulation in the proximal tibia

As BMAT features regionally distinct degrees of fatty acid saturation within storage lipids (29), tibia bones were subdivided into three region segments to examine the impact of CR and aging on marrow adipogenesis and the regionally distinct fatty acid composition of this adipose depot more closely (**Figure 5A**). Multiple comparison testing showed few significant differences: CR increased fat accumulation in the proximal tibia of young mice, which does not normally feature high levels of BMAT. In the diaphyseal region, aging elevated BMAT accumulation in *ad libitum* fed mice. The distal tibia showed no significant differences between the groups (**Figure 5B**). A more detailed statistical analysis showed that diet and age interacted in the proximal tibia, but only diet as independent variable explained a significant proportion of variance. No factor-interaction occurred in diaphyseal and distal segments. Again, diet as independent variable explained a significant increase in BMAT volume in both regions, whereas age also explained a significant increase in BMAT volume in the diaphyseal region. Together, these results indicate that the contribution of CR as the dietary intervention explained a higher degree of BMAT accumulation compared to age alone (**Figure 5B**).

**Figure 5:**
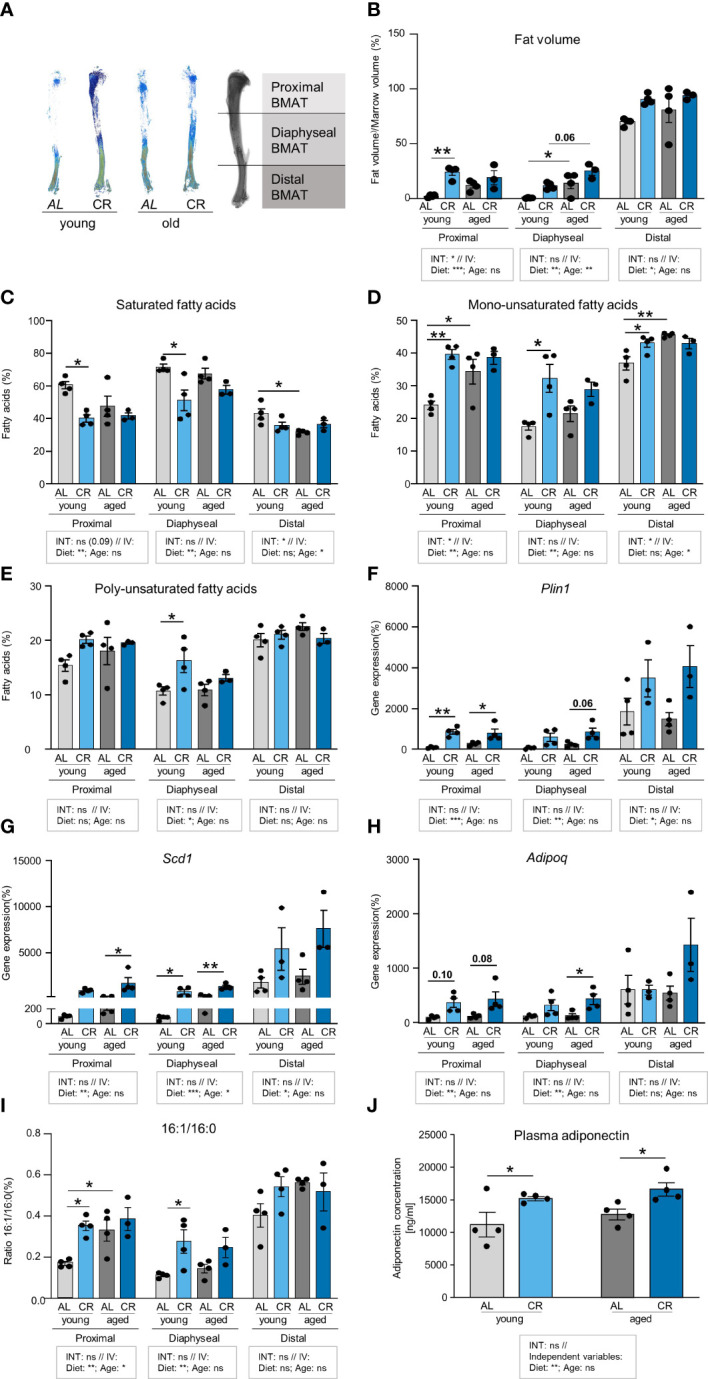
Caloric restriction and aging enhance fatty acid desaturation in tibial neutral lipids. **(A)** Representative densitometric images of Micro-CT analyses of tibial BMAT using Osmium tetroxide staining. Tibiae were subdivided into three regions representing the proximal, diaphyseal, and distal BMAT volumes. **(B)** Quantification of BMAT accumulation in the different tibia regions as Osmium tetroxide stained volume normalized to marrow volume. Tissue volume was quantified by Micro-CT scanning. Tibiae were subsequently decalcified and stained with Osmium tetroxide for BMAT quantification. In the indicated tibial regions, light gray bars indicate young *ad libitum* fed (AL) controls (n=4), light blue bars indicate young CR (n=4), dark gray bars indicate aged AL mice (n=4), and dark blue bars indicate aged CR mice (n=3; applies to all Figure panels). **(C)** Region-specific quantification of all saturated fatty acids (SFA) in the tibia bone of mice after the four interventions (individual data summarized in **Supplementary Table 2**). **(D)** Region-specific quantification of all mono-unsaturated fatty acids (MUFA) in the tibia bone of mice after the four interventions (aged CR: n=3; all other groups: n=4; individual data summarized in **Supplementary Table 2**). **(E)** Region-specific quantification of all poly-unsaturated fatty acids (PUFA) in the tibia bone of mice after the four interventions (individual data summarized in **Supplementary Table 2**). **(F)** mRNA expression of lipid droplet surface marker *Plin1*. **(G)** mRNA expression of fatty acid desaturation enzyme *Scd1*. **(H)** mRNA expression of adipokine *Adipoq.* **(I)** Ratio of palmitoleic over palmitic acid (16:1/16:0) from analysis shown in panels **(C, D)**. **(J)** Plasma concentrations of adiponectin in young and aged mice with CR or without (i.e. AL), assessed by ELISA (n=4). Data are depicted as mean ± SEM (mRNA expression analysis: proximal region: aged CR: n=3–4; all other groups: n=4; diaphyseal region: n=4; distal region: aged CR and young CR: n=3; all other groups: n=4; 16:1/16:0 ratio: CR aged: n=3; all other groups: n=4). *P<0.05; **P<0.01 indicate significant differences by multiple comparisons testing after 2-way ANOVA. Source of variation analysis summarized in grey boxes under each panel for significances of factor interaction (INT) and for the independent variables (IV, i.e. diet and age; ns, not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

An analysis of the lipid composition in all three regions showed lower levels of saturated fatty acids (SFA) in the proximal and diaphyseal region of young CR mice, which was accompanied by a significant increase of mono-unsaturated fatty acids (MUFA) (**Figures 5C, D**). MUFA were also significantly increased in aged compared to young AL mice in proximal and diaphyseal regions. Comparing these two factors, analysis of variance showed only very few interactions between the two variables, age and diet. More interestingly, CR as independent variable consistently explained significant differences in SFA and MUFA compared to AL mice in proximal and diaphyseal tibia, which contains mainly rBMAT, Conversely, age as independent variable explained significant differences in SFA and MUFA in the distal tibia, which contains mainly cBMAT. Poly-unsaturated fatty acids (PUFA) showed very few significant differences, and were only increased in the diaphyseal region of young mice after CR compared to *ad libitum* food access (**Figure 5E**). Taken together, CR and aging were both associated with a higher level of fatty acid desaturation, but in distinct regions of the tibia.

To further evaluate this effect, gene expression analysis of the corresponding tibia regions revealed a pattern consistent with BMAT abundance, with high mRNA levels of adipocyte marker genes perilipin-1 (*Plin1*), stearoyl-CoA-desaturase (*Scd1*) and adiponectin (*Adipoq*) in the distal end of young control tibia samples (**Figures 5F-H**). Mirroring the impact of CR on BMAT accumulation, expression of *Plin1* was significantly induced by CR in young and aged mice in the proximal tibia. When testing the impact of the dietary intervention as independent variable across both age groups, CR induced *Plin1* expression significantly, with the strongest effect in the proximal tibia, while aging as independent variable had no significant effect (**Figure 5F**). Expression of the desaturase enzyme gene, *Scd1*, was significantly increased in the diaphyseal tibia of young and old mice when receiving CR, and a similar significant trend was observed in old mice on CR in the proximal tibia (**Figure 5G**), which supports the observation of a general loss of SFAs in CR-exposed tibiae. Again, when testing the impact of CR as common factor, independent of aging, elevated *Scd1* expression occurred in all regions of the tibia. The effect was most pronounced in the diaphyseal region, which was also the only region where the factor age explained some of the variation between groups (**Figure 5G**). While we did not assess SCD1 protein directly, the ratio of palmitoleic over palmitic acid (16:1/16:0) has been used as an indirect measure of SCD1 activity (30). In the proximal tibia, diet and age as independent variables both significantly increased the ratio, suggesting that both were jointly driving increased desaturation. In the diaphyseal region, only diet as independent variable remained significant to explain the increased ratio, whereas no effects occurred in the distal tibia (**Figure 5I**). Expression of *Adipoq* mRNA, which encodes for the adipokine adiponectin, was only mildly, but not significantly elevated in the proximal region of both age groups and was only significantly increased in the diaphyseal region of aged mice on CR compared to *ad libitum* feeding. When testing diet and age as independent variables, diet, but not age, significantly increased *Adipoq* in the proximal and diaphyseal tibia, whereas no effect was found for age (**Figure 5I**). The absence of an effect of age alone could suggest that the expression of this adipokine, which has previously been linked to CR and BMAT (7), could mediate some of the beneficial effects of CR in bone. Indeed, when we measured plasma adiponectin concentrations in these mice, we found levels to be consistently increased in mice on CR in both age groups, further promoting the notion that CR could create a healthier endocrine profile in BMAT (**Figure 5J**). In summary, while both aging and CR stimulated the expression of general adipocyte marker genes in some regions of the tibia, CR exerted a more pronounced induction compared to aging alone. Elevated expression of the desaturase enzyme *Scd1* in tibia regions of aged mice and after CR could help explain the increase in unsaturated fatty acids. Conversely, CR, but not age, induced expression and secretion of adiponectin.

### 3.5 Caloric Restriction does not impair tibia fracture healing

Aging and CR have independently been linked to impaired fracture healing, and increased BMAT has also been correlated with adverse fracture healing outcomes (31–33). However, such analyses frequently assess bone regeneration in critical-size defects where non-union is expected. In order to relate the study results to an anatomically correctly repositioned bone healing scenario that corresponds to the clinical gold standard of fracture treatment, an internal plate-stabilized osteotomy with a fixed, relatively narrow 400 µm gap was chosen for this study (**Figure 6A**). Accordingly, the width of the fracture gap showed no significant differences between the four groups (**Figure 6B**). However, Micro-CT analysis revealed no differences in bone volume/tissue volume ratios and the parameters woven bone trabecular thickness, -separation and -number when assessing an area covering the entire fracture region (**Figure 6C**). We subsequently assessed the microstructure of the fracture callus using analysis modes that included smaller areas of the regions surrounding the fracture gap to determine whether specific areas of the osteotomy callus were affected differently, but similar results were obtained when the analysis was carried out in more central regions of the fracture (**Figures 6D, E**). Overall, these data show that bone healing is fully intact within this tibia osteotomy model, indicating that endogenous repair mechanisms in a non-critical bone defect remain unaffected despite an accumulation of BMAT induced by either CR or aging.

**Figure 6:**
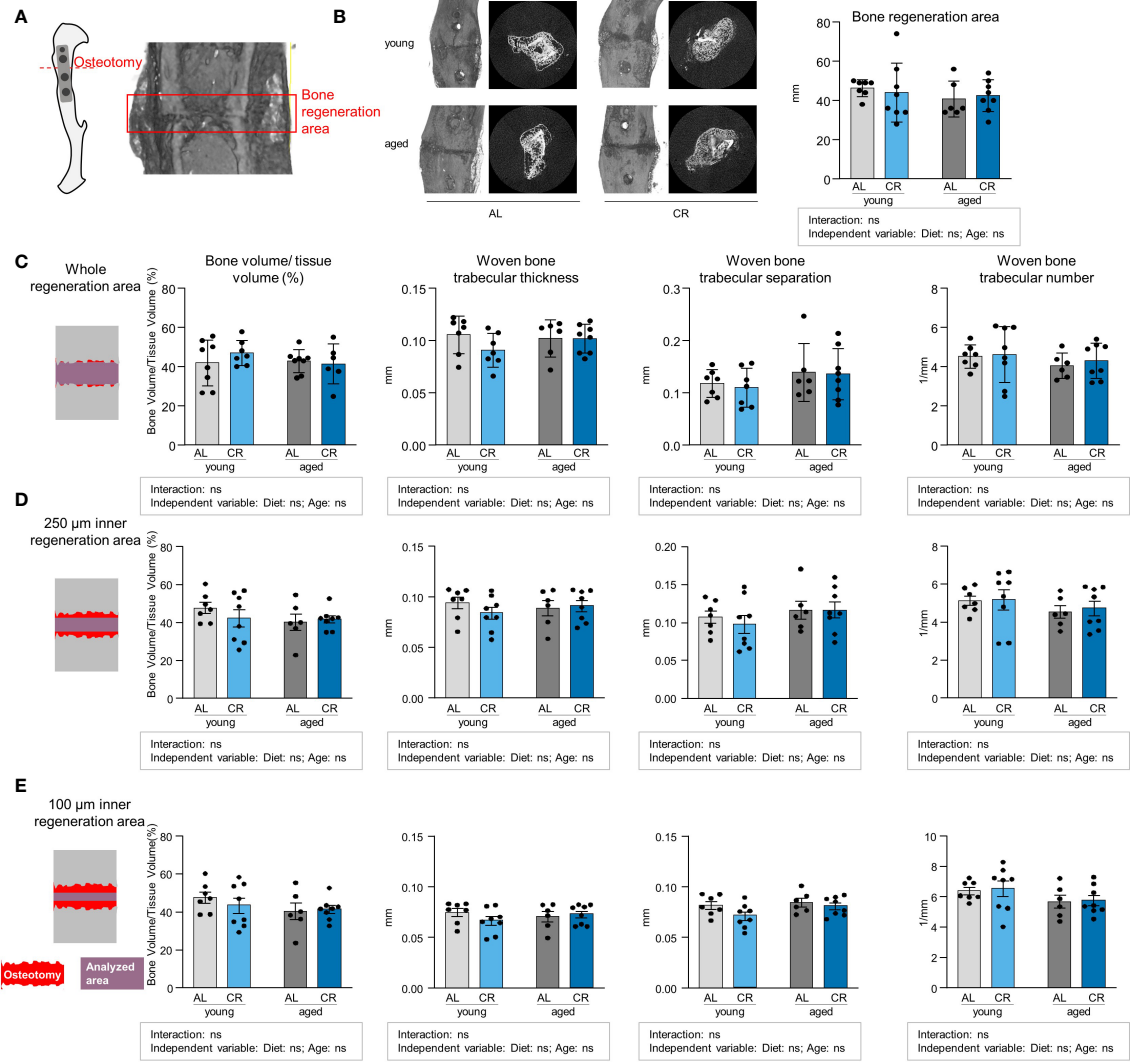
Non-critical bone defect healing is not affected by caloric restriction or aging. **(A)** Internal fixator plate-stabilized tibia osteotomy model and Micro-CT analysis of representative fracture gap 21 days post-osteotomy. **(B)** Representative images of the osteotomy area from all four intervention groups and quantification of fracture gap width as measured by assessing the breakdown of regular cortical bone on both fracture ends. Light gray bars indicate young *ad libitum* fed (AL) controls (n=7), light blue bars indicate young CR (n=8), dark gray bars indicate aged AL mice (n=6), and dark blue bars indicate aged CR mice (n=8; applies to all Figure panels). **(C)** Micro-CT analysis of tissue-volume normalized bone volume, trabecular thickness, separation and number in entire osteotomy/woven bone volume. **(D)** Micro-CT analysis of tissue-volume normalized bone volume, trabecular thickness, separation and number in osteotomy/woven bone volume corresponding to a volume of 250 µM surrounding the mid-line of the callus volume. **(E)** Micro-CT analysis of tissue-volume normalized bone volume, trabecular thickness, separation and number in osteotomy/woven bone volume corresponding to a volume of 100 µM surrounding the mid-line of the callus volume. Data are depicted as mean ± SEM (statistical testing: 2-way ANOVA). Source of variation analysis summarized in grey boxes under each panel for significances of factor interaction and for the independent variables (diet and age; ns, not significant).

## 4 Discussion

The effects of caloric restriction, a life span-extending dietary intervention, on bone health remain only partially understood. We here assess the impact of this intervention on bone marrow adipogenesis, bone structure, function and fracture healing in young and aged mice. We show that a relatively short-term CR compares to or even surpasses the age-related extent of marrow adipogenesis in specific tibia bone regions, even in young mice, but produces biochemical and molecular characteristics in BMAT partially overlapping with those observed in aged bones. CR exerts regionally and age-distinct effects in the tibia, which is highly prone to marrow adipogenesis. Cortical bone is negatively affected by CR in young mice, leading to a reduced bone area and cortical thickness, but CR does not further impair this bone compartment in aged mice. Conversely, CR reduces age-related trabecular bone loss, reflected in a higher trabeculae number and increased resistance to deformation.

In our study, we demonstrate that CR affects the trabecular and cortical bone differentially in the context of aging. This could be partially due to ongoing skeletal maturation in C57Bl6 mice, which is only fully completed by 12 months of age, when biomechanical parameters peak before starting an age-dependent to decline (28). Tibia length, mineral mass and cortical cross-sectional area are described to reach their highest value at 6 months of age in mice. The trabecular bone seems to reach maturity earlier, peaking at around 6–8 weeks of age (28, 34). As young mice under CR displayed reduced cortical, but not trabecular, bone, our observation supports the conclusion that nutrient withdrawal prior to reaching peak bone mass and maturity exerts detrimental effects by inhibiting complete bone maturation. CR could, however, exert beneficial effects on fully mature bone areas, thus mirroring the reports of beneficial effects of this intervention on age-related pathology in many other tissues. For instance, this would explain cortical bone loss upon CR in young mice while no effect is evident in CR on cortical parameters in bones of aged mice where the cortex was fully mature. Trabecular bone loss is spared upon CR in young mice as peak trabecular mass has already been reached before the start of the restriction intervention. Previous studies reported similar observations for CR in young adult mice, which led to a reduction in the cortical thickness of the femur and the spine, whereas trabecular areas were protected (35). In the same line, 3-week-old mice under CR showed signs of growth retardation and reduced trabecular and cortical bone mass (36). Moreover, the negative effects of CR on cortical bone might diminish over time. While four weeks of CR acutely reduced cortical bone mass, the effects were blunted when CR was prolonged for 20 or even 74 weeks, when trabecular number and thickness increased significantly (37). Although the duration of CR is different, this is to some extent in accordance with our findings in aged mice. In a life-long CR intervention study, it is conceivable that CR reduced bone mass in the first 12 months of life, potentially by decreasing the bone formation rate. When CR was applied until death, mice showed a higher bone mass, suggesting a decreased bone turnover rate during aging, thereby protecting the mineralized bone (38).

The osteotomy technique used in our study, which applied an internal fixator plate and a bone defect width of approximately 400 μm, represents an anatomically correctly repositioned fracture with stable fixation, altogether mimicking the gold standard of clinical fracture care. Under such conditions, fracture healing progression was normal in all groups, even in aged mice where the non-fractured tibia shows clear deterioration of trabecular and cortical areas in the *ad libitum* fed groups, i.e. independent of CR, suggesting that the regenerative capacity of bones *per se* remains intact. In a femur fracture model using a wider fracture gap of 700 µm in 24 months old mice, aging showed a robust negative effect on fracture healing, which might be explained by the larger fracture gap, older animals used in the study or a combination of both (39). Thus, our data show that tibia bone regeneration of a repositioned osteotomy is not negatively affected by CR or, unexpectedly, by aging, indicating that successful bone regeneration can still be achieved even in the presence of several detrimental factors. As a potential inhibitory factor of bone healing, we observed that CR increased BMAT accumulation in the tibia and was an even more potent inducer of marrow adipogenesis than aging. Several studies have reported the BMAT-inducing effect of CR in different species (7, 36). Besides the increase in total tibia fat content, adipocyte differentiation markers and lipid droplet markers were markedly upregulated. An induction of adipogenesis genes was also shown in the transcriptomic analysis of tibia of mice undergoing 30% CR for 12 weeks. In contrast to our analysis, the study also reports an induction of genes related to the skeletal system, which might be explained by the milder restriction (40). In our data, the increase in BMAT formation upon CR was strongest in the proximal regions of the tibia, corresponding to the area where the osteotomy was introduced, which has also been observed previously (17). Importantly, we found an increase in monounsaturated fatty acids upon CR and a corresponding decrease in saturated fatty acids in the proximal and diaphyseal region of the tibia, which mainly harbors regulated BMAT. rBMAT, which also expands in the proximal tibia during aging and obesity, has been described to contain more saturated fatty acids (9). The fatty acid composition in the proximal part of the tibia of CR mice was therefore more similar to distal BMAT, which indicates that the type of fat that forms upon CR might be more related to cBMAT, which arises early in life and is thought to play a more physiological beneficial role compared to rBMAT (17, 41). Our data further show that fatty acid desaturation might occur directly in the bone as the expression of stearoyl-Coa-desaturase 1 (*Scd1*) is upregulated upon CR and the ratio of monounsaturated palmitoleic acid over the saturated palmitic acid is consistently elevated. Further evidence for a potentially protective role of BMAT during CR was shown in a recent study using a mouse model of BMAT-specific deletion of the gene encoding for adipocyte triglyceride lipase (*Atgl*) which is a key enzyme of lipid mobilization in adipocytes. These mice displayed high bone marrow adiposity, but when challenged with CR they experienced trabecular bone loss, which was ascribed to impaired lipolysis and provision of fatty acids as a substrate (40).

Notably, some of the biochemical changes observed in BMAT following CR are similar to those seen in aged tibia BMAT, however the effects of CR were generally more pronounced than those of aging. Additionally, we observed a shift toward increased levels of unsaturated fatty acids and a decrease in saturated fatty acids, which would somewhat argue against the conclusion that the pattern of lipid saturation was a key driver of improved bone quality in aged mice on CR. Another important function of BMAT could be the secretion of adipokines like adiponectin. Adiponectin is known for its cardio-metabolic benefits and is especially high in individuals with low levels of peripheral fat depots (42). BMAT has been established as a significant source of adiponectin following CR, suggesting that CR-induced endocrine alterations of BMAT could contribute to the beneficial effects of CR on metabolic health (7). In our study, adiponectin expression was elevated in all regions of the tibia upon CR and could therefore potentially mediate the beneficial effects of CR on bone. Moreover, CR, but not age, resulted in increased levels of circulating adiponectin. The literature on the effects of adiponectin on bone health is somewhat inconclusive, as some studies suggested positive effects on bone mass, while other studies reported a negative effect (43). Recently it has been established that binding of the low molecular weight isoform to the respective receptor in osteoblasts increases their differentiation capacity (44). Moreover, agonist-based activation of the adiponectin receptor enhanced osteogenic differentiation of bone stem cells, while inhibiting osteoclast differentiation and activation (45). Adiponectin is a potent inducer of mitochondrial biogenesis and energy metabolism, and it is thus conceivable that this adipokine, which is preferentially secreted from BMAT under CR, is involved in the increased expression of mitochondrial genes in aged mice (46). Little is known about the effects of CR on mitochondrial function and its link to adiponectin, specifically in the bone, but increased mitochondrial biogenesis is well established and described in many tissues, including the brain, liver, heart, and brown adipose tissue upon CR (47). Moreover, CR restored mitochondrial DNA content in muscle and liver in aged mice (48). These results suggest that CR might restore age-related loss of mitochondrial function in a process involving elevated secretion of adiponectin from BMAT and our results provide evidence for such a mechanism occurring in the long bone.

In humans, most data on BMAT accumulation during weight loss derive from patients suffering from Anorexia nervosa. This eating disorder features severe restriction of caloric intake and is linked to high BMAT content, low bone mineral density, and higher risk for osteoporosis and fractures (16). However, the weight loss in Anorexia nervosa patients could be more extreme and is accompanied by other aspects of malnutrition, including micronutrient deficiencies and hormonal perturbations, which could all negatively affect bone health (49). However, a recent study established that fasting for 10 days can also lead to a significant increase in BMAT accumulation in humans, suggesting that BMAT plays an important role even during short-term energy depletion (18).While the negative effects of Anorexia nervosa on the bone are clear, classical weight loss interventions in overweight individuals are less harmful to bone health. The extent and timing of CR appears to be critical when trying to maintain bone mass. Hip bone mineral density decreases when an extreme weight loss protocol of 65–75% restriction was performed. With a milder approach of 25–35%, hip bone mineral density was preserved (50). The negative effects of CR on bone quality might be ameliorated when micronutrient supply is adequate. When CR is paired with micronutrient enrichment, the reduction in bone mineral density is not accompanied by reduced bone quality and microstructure (51). Calcium intake and physical exercise during CR appear to be particularly effective to minimize detrimental effects on bone health (52, 53).

While our study shows the positive effect of CR on aged bone, our study layout has some potential limitations. Studies were only performed in male mice. Given that many aspects of bone biology display sexual dimorphisms, future studies are needed to determine whether similar effects occur during CR in female mice. Secondly, 15–18 months old mice were assigned to the aged group. While we believe that the results from **Figures 2**, **3** illustrate a robust detrimental effect of this age on non-fractured bone, other studies on bone aging have used mice of different age groups, mainly 12 or 24 months of age (37, 39, 54), making it difficult to compare our data directly to other studies. A technical issue that should be mentioned in our study is that bone length could be slightly different between the young and the aged groups. This could result in differences in the areas analyzed by micro-CT, which then span slightly different percentages of the bone in aged compared to young mice.

Taken together, our data indicate that caloric restriction and aging both induce a marked accumulation of BMAT while exerting distinct effects on bone health. Our findings suggest that the endocrine profile of BMAT may be a key element that renders marrow-resident adipocytes a beneficial or detrimental factor in the maintenance of bone health. This may be partly mediated by the adipokine profile of BMAT, where high expression of adiponectin could drive a mechanism of restored mitochondrial metabolism and improved long-bone quality in aged mice. Conversely, the literature provides evidence for the notion that extreme and uncontrolled weight loss is damaging to the bone, potentially by introducing a combination of micronutrient deficiency and excessive BMAT accumulation with pathological endocrine properties. While moderate CR paired with micronutrient supplementation could prevent the negative effects on the bone, the beneficial aspects of CR on endocrine function of BMAT and bone health are maintained.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE262441.

## Ethics statement

The animal study was approved by State Office of Environment, Health, and Consumer Protection, State of Brandenburg, Germany. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CR: Conceptualization, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. GS: Formal analysis, Validation, Writing – review & editing. MO: Formal analysis, Writing – review & editing. ML: Formal analysis, Writing – review & editing. OS-B: Writing – review & editing, Methodology, Resources. L-MB: Methodology, Writing – review & editing. CB: Methodology, Writing – review & editing. EA: Methodology, Writing – review & editing, Formal analysis. MM: Formal analysis, Methodology, Writing – review & editing. GD: Methodology, Writing – review & editing, Resources, Validation. LS: Methodology, Resources, Writing – review & editing, Data curation, Formal analysis. KS-B: Data curation, Formal analysis, Methodology, Resources, Writing – review & editing, Conceptualization, Funding acquisition, Investigation, Writing – original draft. TS: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Resources, Writing – original draft, Writing – review & editing, Project administration, Supervision, Visualization.

# Supplementary material for: Caloric restriction reduces trabecular bone loss during aging and improves bone marrow adipocyte endocrine function in male mice
**Source:** Front Endocrinol (Lausanne). 2024 Jun 5;15:1394263. doi: 10.3389/fendo.2024.1394263
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figure S1

Experimental layout of the dietary interventions, animal ages at start / end of experiment, and information on the analyses performed on the mice.

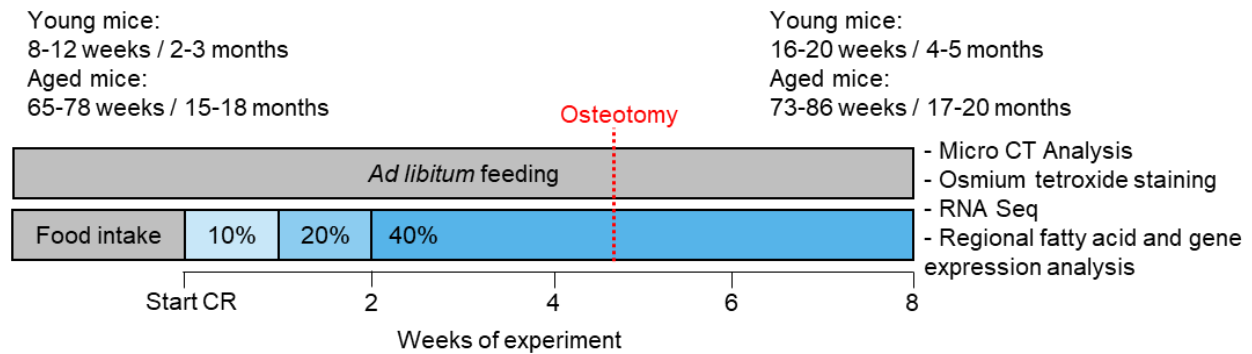

**Supplementary Figure S2**

3D-renders of the analyzed trabecular regions in cross-sectional orientation. Scanned regions from all individual mice in each diet/age group are displayed.

*Ad libitum* young

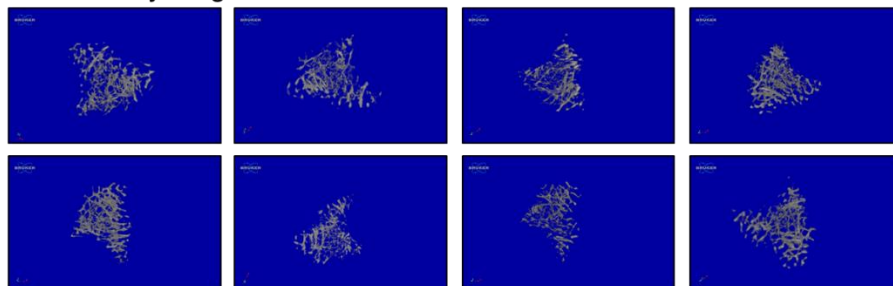

Caloric Restriction young

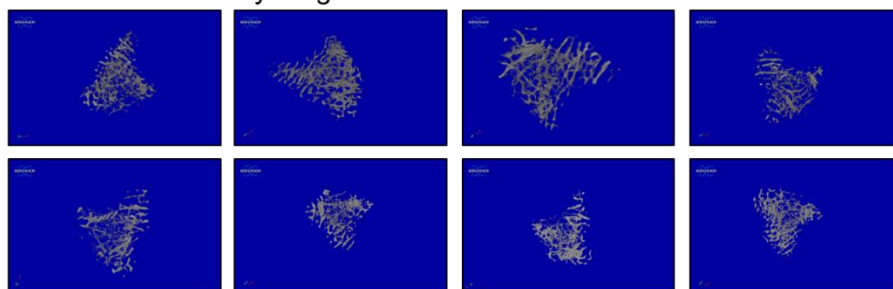

*Ad libitum* aged

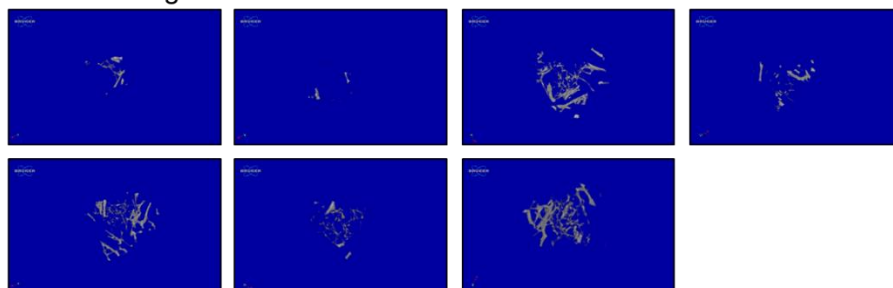

Caloric Restriction aged

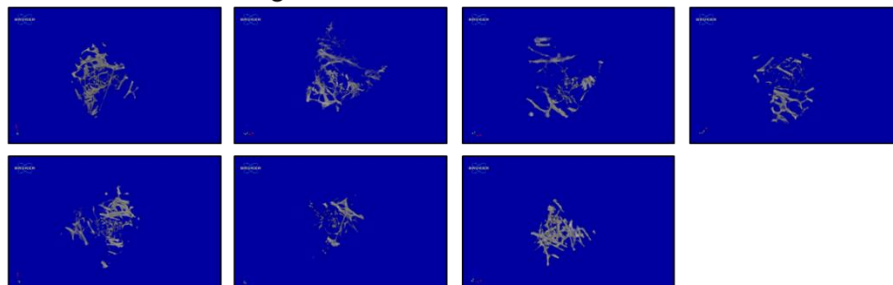

**Supplementary Figure S3**

3D-renders of the analyzed trabecular regions in longitudinal orientation. Scanned regions from all individual mice in each diet/age group are displayed.

*Ad libitum young*

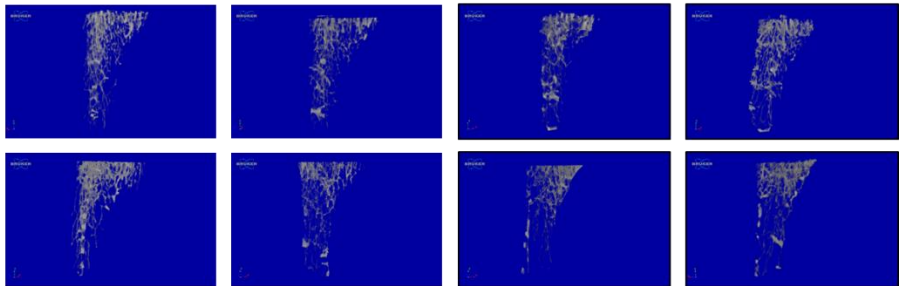

*Caloric Restriction young*

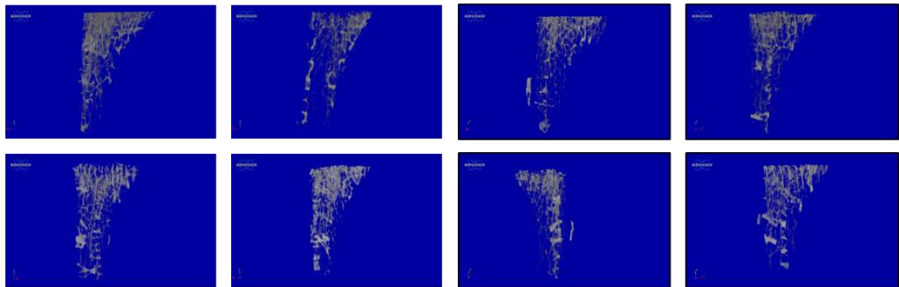

*Ad libitum aged*

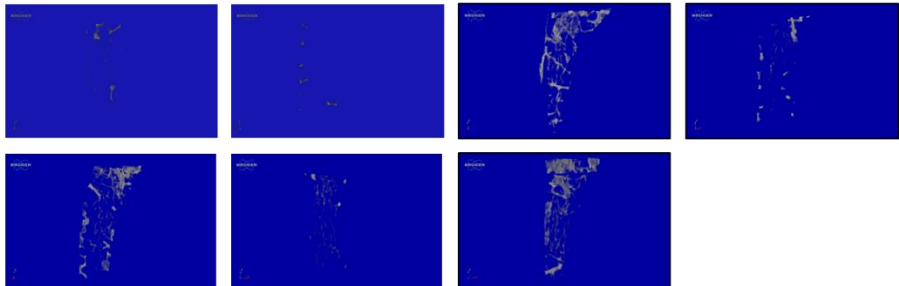

*Caloric Restriction aged*

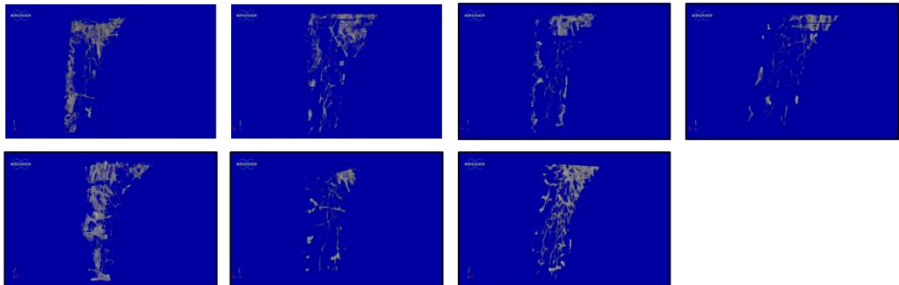

**Supplementary Figure S4**

Cross-sectional 3D-rendered images of the analyzed cortical bone region. Scanned regions from all individual mice in each diet/age group are displayed.

*Ad libitum* young

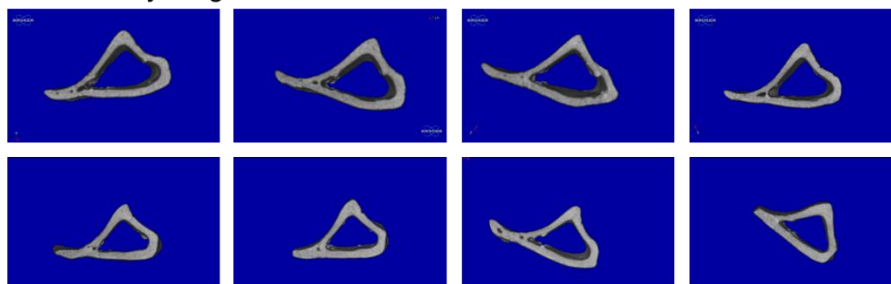

Caloric Restriction young

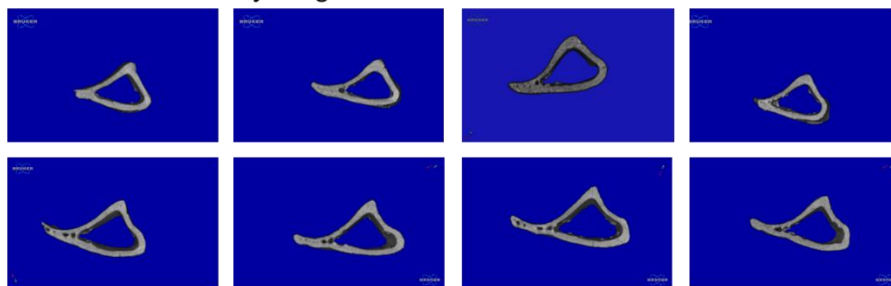

*Ad libitum* aged

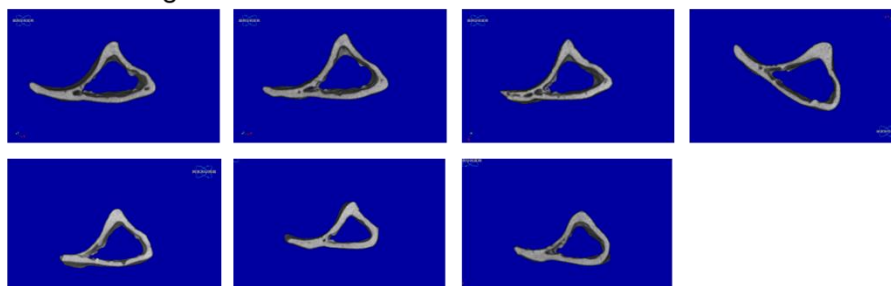

Caloric Restriction aged

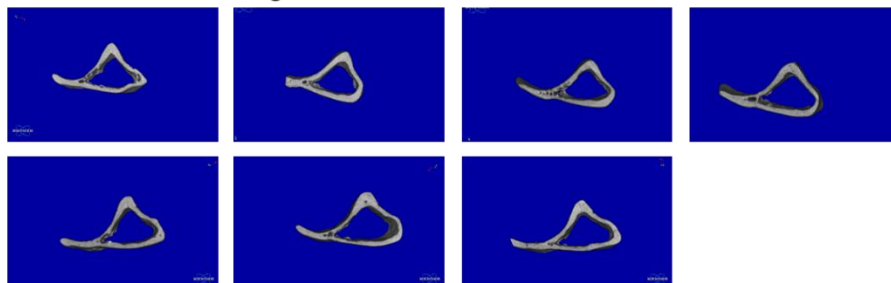

### **Supplementary Table 1**

Primer sequences used in this study.

### **Supplementary Table 2**

Fatty acid profiles in tibiae that were subdivided into three regions prior to analysis, representing the proximal, diaphyseal, and distal BMAT volumes. Fatty acid profiles were recorded in young ad libitum fed (AL) control mice (n=4), young mice on CR (n=4), aged ad libitum fed mice (n=4), and aged mice on CR (n=3).

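The table gives, for each mouse and tibia region, the share of saturated, mono-unsaturated and poly-unsaturated fatty acids among all fatty acids detected by gas chromatography of neutral lipids and free fatty acids. All values here are the paper's, and the means, SDs and tests were computed from them. In the proximal tibia of young mice, mono-unsaturated fatty acids made up 24.1% ± 2.51 (SD, n = 4) in AL and 39.7% ± 3.03 (SD, n = 4) in CR mice, a difference of 15.6 percentage points (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0857 over 6 comparisons). In the diaphysis the shares were 17.6% ± 2.21 and 32.3% ± 8.69 (exact permutation p = 0.0286, adjusted p = 0.0857), and in the distal tibia 36.9% ± 4.04 and 43.0% ± 2.52 (exact permutation p = 0.0571, adjusted p = 0.0857).
In aged mice the share was 34.4% ± 7.60 (SD, n = 4) in AL and 38.6% ± 3.46 (SD, n = 3) in CR mice in the proximal tibia (exact permutation p = 0.514) and 21.5% ± 4.63 and 29.0% ± 3.88 in the diaphysis (exact permutation p = 0.0857, adjusted p = 0.103). In the distal tibia it was 45.6% ± 0.701 and 42.9% ± 2.76, 2.67 points lower with CR than with ad libitum feeding (exact permutation p = 0.0571, adjusted p = 0.0857). With 1 mouse left out, the proximal difference of 4.24 points became 0.523 (without the first AL mouse of the table) and the distal one of -2.67 became -1.13 (without the third CR mouse). The difference between the ages was not tested. The smallest p that these groups allow is 0.0286, and no comparison passed after adjustment. For mono-unsaturated fatty acids, the young proximal and diaphyseal groups did not overlap and were at this smallest p. Alone among 6 comparisons such a p adjusts to 0.171, as for poly-unsaturated fatty acids in the young proximal tibia (exact permutation test). Not passing is therefore no evidence against these mono-unsaturated increases, which the paper reports as significant. For the share of saturated fatty acids, CR minus AL was -20.3, -20.3 and -7.12 points in the proximal, diaphyseal and distal tibia of young mice (exact permutation test, adjusted p = 0.0857, 0.0857 and 0.103). In aged mice it was -5.71, -9.73 and 4.85 points (adjusted p = 0.686, 0.103 and 0.103). The -5.71 rests on the first AL mouse, at 65.44%. The other AL mice had 36.89% to 45.44% and the CR mice 39.37% to 45.52% there.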

# Supplementary material for: Caloric restriction reduces trabecular bone loss during aging and improves bone marrow adipocyte endocrine function in male mice
**Source:** Front Endocrinol (Lausanne). 2024 Jun 5;15:1394263. doi: 10.3389/fendo.2024.1394263
**Supplement:** Supplementary file 2

**Supplementary Table 1. Primer Sequences**

| Gene | Sequence (5’🡪3’) |
| --- | --- |
| *Adipoq* | FWD: GGCAGGAAAGGAGAACCTGG  REV: AGCCTTGTCCCTCTTGAAGAG |
| *Plin1* | FWD: CTGTGTGCAATGCCTATGAGA  REV: CTGGAGGGTATTGAAGAGCCG |
| *Scd1* | FWD: CAGGTTTCCAAGCGCAGTTC  REV: ACTGGAGATCTCTTGGAGCA |
| *Tbp* | FWD: ACGCTTCACCAATGACTCCTA  REV: TGACTGCAGCAAATCGCTTGG |

How the deposited data were processed for this re-analysis (not part of the article)

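RNA of whole tibiae from 12 male C57BL/6J mice was sequenced by the authors, 3 mice each in the groups young AL, young CR, aged AL and aged CR. Each mouse has 4 technical repeats in the sample labels, and the deposited table has 1 column per mouse, taken here as the mouse's value. The authors made stranded mRNA libraries, checked the reads with FastQC 0.11.8 and MultiQC 1.6, trimmed them with Trim Galore 0.5.0, aligned them to mm10 with STAR 2.6.1, and quantified genes as FPKM with StringTie 2.1.3b, and the FPKM values were then quantile normalized by the authors in R 4.1.1 before deposition. The table was checked for this: values of the same rank differed between mice by at most 0.00936 FPKM. The values are not log transformed. Read counts were not used here, so the depth per mouse and the counting error of a gene are unknown, and the precision given is the spread between mice.

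The deposited identifiers were joined to GENCODE M21 on GRCm38, a release the authors do not name. Of 29801 genes, 99.2% were found, 95.7% of them under the same name, and positions are given from it. 69 gene names are listed more than once, and each identifier was kept as its own entry.

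Values were transformed as log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 12 mice were tested, 13590 in all, without use of the groups. One linear model with the 4 group means was fitted in limma 3.58.1 (R 4.3.3) with a mean-dependent prior variance. Comparisons were CR against AL in young mice, the same in aged mice, diet over both ages, age over both diets, and the interaction of diet and age. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. With 3 mice per group the smallest exact permutation p is 0.1, so an exact test cannot call a gene in a single comparison, and limma's p-values rest on normally distributed log2 values. Fold changes are differences of group means on the log2 scale, with limma's standard error, and FPKM are given as mean ± SD.

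On simulated data with the spread of these mice and 200 changed genes, a fold of 2 was recovered at 92.5% in young mice, 88.1% in aged mice, 92.5% for diet, 97.0% for age and 61.2% for the interaction. At a fold of 1.5 the shares were 47.8%, 58.2%, 79.1%, 76.1% and 22.4%. Unchanged genes called falsely numbered 15, 9, 9, 13 and 0 in the same order. These shares hold for simulated genes and may overstate the power for the measured ones. In young mice Thrsp did not pass at a log2 fold change of 2.12 (limma, adjusted p = 0.117), while Rbp4 passed at 1.70. In aged mice Retn did not pass at 1.67 (limma, adjusted p = 0.198), and neither did any other gene. That no gene passed in aged mice therefore does not show that none changed.

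Before the data were examined, 33 lists of genes of lipid metabolism, mitochondria, immune and blood cells, bone cells and other cell types and responses were written down, and 1 of them, of mitochondrially encoded genes, has no gene in the file. The other 32 were tested with camera at its preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists within each comparison. Because correlated genes make that test too liberal, camera with a correlation estimated for each list and fry were run beside it. Counts adjusted over a list alone use the p-values of its members only. A list's value in a mouse is the mean deviation of its genes from their mean over the mice on the log2 scale. GO annotation was not used, and the study's enrichment terms were not tested. Lists of themes that the paper reports from these same mice are not independent evidence for them.

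Genes were named by a rule fixed before the data were examined. It took up to 10 called genes per comparison and direction by size of the change, and the 5 with the smallest p where fewer passed. It also took up to 4 members of a list by smallest p, and the genes named in the paper. All genes named by size had groups that did not overlap. This held for 34 of the 35 genes called for diet and 80 of the 103 called for age. Called genes whose groups overlapped were not named by size, so not every gene that fell with diet is named. The genes of Fig. 4C and D were counted as sets and not tested with camera, since the study chose them on these samples. Small RNA genes, immunoglobulin segments and close paralogs can share or lose reads in this protocol, and their FPKM are uncertain.

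Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, scaling to one total, a quality weight per mouse, each mouse left out in turn, a fit of only the 2 groups compared, an unequal-variance test on FPKM with and without adjustment, and limma with unadjusted p. Chosen after the data were seen were size-factor scaling, a replicate block of mice paired in the order of the column names, a fit without aged AL mouse 14 and aged CR mouse 5, and a 2-way test on FPKM for the genes of Fig. 4C and D. For chance, mice were regrouped in all 10 ways within one age or in up to 100 ways over both ages.

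Fatty acid shares are the paper's, from its Supplementary Table 2, compared by an exact two-sided permutation test with adjustment over the 6 comparisons of each measure. Imaging, RT-qPCR and plasma adiponectin (ELISA) data of the paper were not analysed here.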

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

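The tests of mouse 14, the adipocyte value of mouse 5 and the fit without both mice were chosen only after the results were seen, and the other tests in this part were set before.

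Aged AL mouse 14 stands apart from the other aged AL mice. Its early B cell (-1.26), osteocyte (-1.11), plasma cell (-0.81), osteoblast (-0.79), mature B cell (-0.77) and megakaryocyte (-0.61) values were lower than their mean. Its osteoclast value was close to their mean (-0.016) and its erythroid value was higher (0.30). A wrong age label would give the growth plate value of a young mouse, and its value of -0.941 lies below the lowest young mouse at 0.525, which argues against it. A wrong diet label would give the adipocyte value of a CR mouse, and its value of -0.565 lies below the lowest aged CR mouse at 0.107, which argues against it. Muscle carried along with the bone would lower all marrow and bone lists alike. Their shifts span 1.56, but those between the other 2 mice already span 1.01, so the test decides nothing, and muscle stays open beside an untested difference in the animal or in the piece of bone.

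Aged CR mouse 5 has a type I interferon value of 1.16, above all other mice, beside -0.53 and -0.45 in the other aged CR mice. On a signature of CR taken from young mice it lies at -0.127, near the highest aged AL mouse at -0.175, so a wrong diet label cannot be told apart from a weak response. Its adipocyte value of 0.107 lies above those of the aged AL mice (-0.57 to -0.036), as the label has it, but by less than these differ among themselves, so this stays open. Normalization could not be tested on values already quantile normalized and stays open, as does an interferon response of this animal, from infection or otherwise, which was not tested.

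Megakaryocyte and platelet markers were lower with CR in young mice and higher in aged mice, with a median difference of 0.68. With 1 mouse left out the lowest median was 0.48, so no single mouse makes up the whole difference. In young mice alone the median was -0.34, so leaving out an aged mouse cannot test whether the rise in aged mice rests on it. Of 100 regroupings of the mice, 10 had a median as large, up to 0.97, so chance cannot be excluded. In aged mice alone the list was higher by a median of 0.33 (camera, adjusted p = 2e-05, and adjusted p = 0.622 with an estimated correlation), and without aged AL mouse 14 its adjusted p was 0.110. Without aged AL mouse 14 and aged CR mouse 5 together its adjusted p from camera was 0.991. Normalization, which could not be tested here, and a real difference between the ages stay open as well.

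The effect of CR differed between aged and young mice for 10 other lists by camera, with median differences of 0.44 for osteoblast markers, 0.43 for the type I interferon response, 0.39 for mature B cell markers, 0.23 for macrophage markers, 0.12 for the interferon gamma response, 0.11 for the lysosomal membrane, -0.062 for the respiratory chain, -0.15 for fatty acid and triglyceride synthesis, -0.25 for the glucocorticoid response and -0.28 for immediate early and heat shock genes. Without aged CR mouse 5 the direction turned for type I interferon (adjusted p = 0.248). Calls were lost for osteoblast markers without aged AL mouse 14 (0.0577), for mature B cell markers without young AL mouse 11 (0.120), aged AL mouse 14 (0.404) or aged CR mouse 7 (0.0748), for the interferon gamma response without young AL mouse 11 (0.712), young CR mouse 3 (0.283), aged AL mouse 13 (0.122), aged AL mouse 15 (0.285) or aged CR mouse 5 (0.898), and for the lysosomal membrane without young CR mouse 1 (0.0806), young CR mouse 2 (0.0552), aged AL mouse 13 (0.0613) or aged CR mouse 5 (0.0636). The call of the respiratory chain was lost without young AL mouse 9 (0.182), young CR mouse 1 (0.348), young CR mouse 2 (0.733), aged AL mouse 14 (0.214), aged AL mouse 15 (0.0626) or aged CR mouse 6 (0.432), that of fatty acid synthesis without young CR mouse 2 (0.0552), aged AL mouse 13 (0.0760) or aged CR mouse 5 (0.188), and that of the glucocorticoid response without young AL mouse 9 (0.114), young CR mouse 2 (0.129), young CR mouse 3 (0.283), aged AL mouse 15 (0.334), aged CR mouse 5 (0.248) or aged CR mouse 6 (0.0792). With an estimated correlation none of the 11 lists was called (smallest adjusted p = 0.477), and 68 of 100 regroupings called at least as many lists, up to 22, so chance cannot be excluded.

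Age, which the paper examines here only for the genes of Fig. 4C and D, changed 103 genes. Among them are 10 growth plate and cartilage markers that fell and 4 megakaryocyte and platelet markers that rose. In young CR mice 9 glucocorticoid response genes rose when adjusted over the list alone, which the paper does not discuss. With an estimated correlation this list was not called (camera, adjusted p = 0.143). By the methods, CR mice received weighed food just before the dark period, so their feeding time may differ as well. Its part in these changes was not tested. The circadian clock list was not called in young mice (camera, adjusted p = 0.231). In the paper's fatty acid table, 1 young AL mouse has 77.04% saturated and 14.3% mono-unsaturated fatty acids in the diaphysis, where the others have 69.61% to 70.04% and 18.43% to 18.9%. The shares of one sample add up to a whole, so these 2 values are 1 event in 1 mouse and region. They are the 2 beyond a 95% limit among 27 groups of 4 values, a number that chance can give, and 1 aged AL mouse, at 77.11% and 14.73% in the diaphysis, was within the limit of its own group.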

How the results depend on the processing

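The fit without aged AL mouse 14 and aged CR mouse 5, size-factor scaling, the replicate block and the 2-way test were chosen only after the results were seen.

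Counts are in the order young, aged, diet, age and interaction. Limma called 9, 0, 35, 103 and 0 genes. No filter gave 5, 1, 9, 44 and 0, a quality weight per mouse 304, 193, 923, 1798 and 1, a fit without the 2 mice that stand apart 161, 49, 442, 219 and 1, and unadjusted p 1499, 1049, 1884, 2250 and 575. A fit of only the 2 groups gave 74 and 0, and the unequal-variance test on FPKM 1175 and 487 unadjusted and 0 and 0 adjusted. A pseudocount of 0.1 gave 11, 0, 29, 101 and 0 and size-factor scaling 6, 0, 25, 119 and 0. Scaling to one total moved nothing, since the totals are equal, and tests nothing. Each sequenced mouse has its own number, the methods and sample labels pair no mice, and which mice shared a litter is not given there. In the order of the column names, AL and CR mice of one age fall into 6 pairs. Paired mice did not deviate together from their group means (r from -0.141 to 0.034, and 1 of 12 mice correlated best with its own pair). With these pairs as a replicate block, limma called 0, 0, 0 and 0 genes for young, aged, diet and interaction, and age lies between pairs and was not fitted.

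With 1 mouse left out, the counts ranged over 0 to 43, 0 to 7, 8 to 223, 21 to 219 and 0 to 1. Without young AL mice 9, 10 and 11, young had 5, 0 and 1, diet 11, 9 and 14 and age 30, 29 and 39. Without young CR mice 1, 2 and 3, young had 0, 0 and 8, diet 12, 9 and 16 and age 24, 21 and 219. Without aged AL mice 13, 14 and 15, young had 6, 43 and 6, diet 24, 143 and 26 and age 52, 179 and 34. Without aged CR mice 5, 6 and 7, young had 26, 7 and 7, aged 7, 0 and 0, diet 223, 11 and 8, age 55, 208 and 29 and interaction 1, 0 and 0. Why single mice move the counts this far was not tested beyond their quality weights (0.259 for aged AL mouse 14, 3.58 for aged AL mouse 13).

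For the genes of Fig. 4C, diet (5) gave 2 with no filter, 16 with quality weights, 18 unadjusted, 11 without the 2 mice, 20 by the 2-way test and 3 to 9 with 1 mouse left out. Age (0) gave 2 with quality weights, 4 unadjusted, 1 without the 2 mice, 5 by the 2-way test and 0 to 1. For Fig. 4D, diet (1) gave 0, 11, 11, 9, 11 and 1 to 8 in the same order. Age (1) gave 0 with no filter, 4 with quality weights, 2 unadjusted, 3 without the 2 mice and 0 to 1.

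Camera called 18, 15, 17, 19 and 11 lists, an estimated correlation 0, 0, 0, 1 and 0, fry 4, 1, 5, 1 and 0, and with 1 mouse left out 14 to 19, 13 to 18, 17 to 18, 16 to 21 and 7 (without young CR mouse 2) to 17 (without aged AL mouse 14). Without the 2 mice the interaction had 17. Adjusted p with an estimated correlation and by fry were 0.124 and 0.0122 for adipocyte markers in young mice, 0.226 and 0.0698 in aged mice, 0.522 and 0.356 for type I interferon and 0.505 and 0.308 for early B cell markers in young mice. With 1 mouse left out, adjusted p ranged from 3.5e-22 to 1.9e-15, 4.3e-25 to 4.7e-13, 3.1e-28 to 1.7e-06 and 1.1e-08 to 0.00129 for these 4, and from 0.0165 (without aged CR mouse 6) to 0.847 for the respiratory chain in aged mice, with 0.0457 without aged AL mouse 14.

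The direction turned in these lists (adjusted p after the turn). Without aged AL mouse 14 it turned in aged mice for secondary granule neutrophil (0.0239), osteoblast (0.848), osteocyte (0.0457), stromal (0.997) and muscle (0.942) markers, and for the interaction of early B cell (0.0245) and osteocyte (0.00514) markers. Without aged CR mouse 5 it turned for type I interferon with age (0.388) and interaction (0.248), and without aged CR mouse 6 for muscle in aged mice (0.172). Without the 2 mice it turned for type I interferon with age (0.0678) and the interaction of early B cell (1.2e-05), erythroid (0.00544) and cell division (0.0339) genes. With 1 mouse left out, the other end of the range of adjusted p was, in aged mice, 0.877 for secondary granule neutrophil, 4.9e-06 for osteoblast, 0.00189 and 0.877 for osteocyte, 0.00054 for stromal and 4.6e-06 for muscle markers, 7.9e-08 for type I interferon with age, and for the interaction 4.2e-11 for type I interferon, 0.911 for early B cell and 0.998 for osteocyte markers. Of the 50 results of named genes that passed, counted per comparison, 32 were lost with no filter.

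The paper's mono-unsaturated shares with 1 mouse left out differed with CR by 14.6 to 16.9 points in the young proximal, 12.4 to 18.4 in the diaphyseal and 4.35 to 7.47 in the distal tibia, and by 0.523 to 6.17, 5.24 to 9.70 and -3.78 to -1.13 in aged mice.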

Differences from the paper's values

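The fit without the 2 mice that stand apart and the 2-way test on FPKM were chosen only after the results were seen.

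The paper reports 632 genes higher and 591 lower with CR in young mice, and limma called 5 and 4. In aged mice the paper reports 285 higher and 219 lower, and limma called 0 and 0. The paper's methods name an unequal-variance test with adjustment and a threshold on p, without saying whether it was applied to adjusted p. The unequal-variance test on FPKM at an unadjusted p under 0.05 gave 608 higher and 567 lower in young and 273 higher and 214 lower in aged mice, near the paper's values, while after adjustment it called 0 genes at either age. Limma at an unadjusted p under 0.05 gave 787 and 712 in young mice, also within 1.5 times the paper's values, and 611 and 438 in aged mice, which are not. The paper's numbers are therefore in line with a threshold on unadjusted p (608 higher beside the paper's 632 in young and 273 beside 285 in aged mice). These are counts, and which genes make them up was not compared. The paper names no lower limit on FPKM, and its Fig. 4C holds Frzb, Medag and Trpm4, which lie below the mean of 1 FPKM required here. The counts may therefore rest on different sets of genes.

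For the genes of Fig. 4C the paper reports 20 elevated by CR and 5 by aging, and limma called 5 and 0 of the 27 tested. The 2-way test on FPKM at an unadjusted p under 0.05, over all 30 genes, gave an interaction of diet and age for 6, where limma called 0 of the 27. It gave 20 higher with diet, and 4 higher and 1 lower (Frzb) with age. Limma at an unadjusted p gave 18 and 4, and a quality weight per mouse gave 16 for diet.

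For the genes of Fig. 4D the paper reports 11 induced by CR, and limma called 1 (Adig). The 2-way test on FPKM at an unadjusted p, limma at an unadjusted p and a quality weight per mouse each gave 11, the fit without aged CR mouse 5 gave 8 and that without the 2 mice that stand apart 9. For aging the paper reports 1 gene, and limma also called 1, Plin4. For the interaction, the 2-way test at an unadjusted p gave 2 of the 13 genes, and limma called 0.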

Other observations

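The count of genes shared between the ages was not among the tests set before the data were examined, and the regroupings of the mice were set before the results were seen.

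Age lowered the genes of the growth plate. Col9a1, a collagen of cartilage, was at 4.91 ± 0.876 and 3.40 ± 1.24 FPKM (SD, n = 3 mice each) in young AL and CR mice and at 0.123 ± 0.0932 and 0.044 ± 0.0145 FPKM in aged AL and CR mice, and fell by 2.21 on the log2 scale (standard error 0.13, adjusted p = 2.5e-05). Col2a1 and Col10a1, collagens of proliferating and hypertrophic chondrocytes, fell by 1.98 and 1.95, Col9a2 by 2.17 and Ucma by 1.76. The list had a median of -1.50 (camera, adjusted p = 3.7e-26, and adjusted p = 0.0271 with an estimated correlation), the only list of any comparison called with an estimated correlation. Osteoblast and osteocyte markers were lower at medians of -0.34 and -0.41 (camera, adjusted p = 5.9e-07 and 0.000189, and adjusted p = 0.454 and 0.454 with an estimated correlation), with Omd at -0.89, Smpd3 at -0.61, Mepe at -1.19 and Sost, the inhibitor of bone formation, at -1.04. Of these 4 genes, Omd and Smpd3 fell over all genes. All 19 skeletal muscle markers were higher with age, at a median of 0.74 (camera, adjusted p = 2.8e-07, and adjusted p = 0.463 with an estimated correlation). More attached muscle would lower all marrow and bone lists alike. With age the osteoclast, macrophage and megakaryocyte lists had medians of -0.03, 0.32 and 0.62, and the early B cell list one of -0.46. These lists did not all fall, but a part from attached muscle stays open for the bone lists and was not tested.

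Ighm, the heavy chain of IgM, rose by 2.53 on the log2 scale (adjusted p = 0.0482) and the variable segment Ighv14-4 by 2.72 (adjusted p = 0.00383), though segments of this family can share reads. The 14 plasma cell markers had a median of 0.40 (camera, adjusted p = 0.000279, and adjusted p = 0.454 with an estimated correlation), and 0 passed over all genes in limma (6 at an unadjusted p under 0.05) and 4 rose when adjusted over the list alone. The platelet genes Tubb1, F2rl2, Gp1ba and Rab27b were at 0.83, 0.75, 0.75 and 0.64, with the list at a median of 0.62 (camera, adjusted p = 1e-17, and adjusted p = 0.299 with an estimated correlation). Early B cell markers were lower, at a median of -0.46 (camera, adjusted p = 2.6e-07, and adjusted p = 0.444 with an estimated correlation), with Vpreb3 at -1.70. Vsig4, a complement receptor of macrophages, rose by 1.38 (adjusted p = 0.0344). The nuclear-encoded respiratory chain had a median of -0.08 with age (camera, adjusted p = 0.00091, and adjusted p = 0.625 with an estimated correlation).

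Chance was tested by regrouping the mice. Of 100 regroupings, 1, the real one, called at least the 103 genes of age (highest other 72), which argues against chance. For diet, 2 of 100 called at least the 35 genes, and the other called 107. It exchanges aged AL mouse 14 with aged CR mouse 5. A regrouping that calls this many genes points to a structure of the samples beside diet, and its cause was not tested beyond the labels of these 2 mice.

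In young mice alone, 1 of the 10 possible groupings, the real one, called 9 genes, and the others called 0. In aged mice and for the interaction limma called 0 genes (1049 and 575 at an unadjusted p under 0.05), a count that all 10 and all 100 groupings reach whatever they call (highest others 10 and 107), so nothing is tested there. A share under 0.05 is out of reach with 10 groupings. For lists, 1 of 10 in young mice called at least 18 (highest other 15) and 6 of 10 in aged mice called at least 15 (highest other 22). Over both ages, 15 of 100 called at least the 17 lists of diet (highest other 22) and 6 of 100 at least the 19 lists of age (highest other 21), so chance cannot be excluded for these counts.

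The correlation of the CR effects between the ages was matched by 1 of 100 pairs of regroupings, the real one (highest other 0.258, against 0.327), which argues against chance as its source. Of 1499 genes at an unadjusted p under 0.05 in young mice, 302 were so in aged mice too and 288 of these had the same direction. For genes higher in both, 191 were met, and 35.4 would be for independent lists. This is consistent with a shared effect of CR at both ages (r = 0.327), whose cells of origin bulk RNA cannot give.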
